# LTβR controls thymic portal endothelial cells for haematopoietic progenitor cell homing and T-cell regeneration

**DOI:** 10.1038/ncomms12369

**Published:** 2016-08-05

**Authors:** Yaoyao Shi, Weiwei Wu, Qian Chai, Qingqing Li, Yu Hou, Huan Xia, Boyang Ren, Hairong Xu, Xiaohuan Guo, Caiwei Jin, Mengjie Lv, Zhongnan Wang, Yang-Xin Fu, Mingzhao Zhu

## Abstract

Continuous thymic homing of haematopoietic progenitor cells (HPCs) via the blood is critical for normal T-cell development. However, the nature and the differentiation programme of specialized thymic endothelial cells (ECs) controlling this process remain poorly understood. Here using conditional gene-deficient mice, we find that lymphotoxin beta receptor (LTβR) directly controls thymic ECs to guide HPC homing. Interestingly, T-cell deficiency or conditional ablation of T-cell-engaged LTβR signalling results in a defect in thymic HPC homing, suggesting the feedback regulation of thymic progenitor homing by thymic products. Furthermore, we identify and characterize a special thymic portal EC population with features that guide HPC homing. LTβR is essential for the differentiation and homeostasis of these thymic portal ECs. Finally, we show that LTβR is required for T-cell regeneration on irradiation-induced thymic injury. Together, these results uncover a cellular and molecular pathway that governs thymic EC differentiation for HPC homing.

## Abstract (web summary)

Lymphoid progenitors migrate from the bone marrow into the thymus to give rise to T and NK cell lineages. Here the authors characterize a lymphotoxin receptor beta-dependent population of thymic endothelial cells that guide lymphoid progenitor homing in the thymus.

Normal thymus function depends on the continuous thymic homing of haematopoietic progenitor cells (HPCs) derived from the bone marrow. Although resident thymic progenitor cells have been reported to be able to maintain autonomous T-cell development for months when the bone marrow is deprived of progenitors^1^,^2^, a lack of competition during the self-renewal of resident thymic progenitor cells may lead to T-lineage acute lymphoblastic leukaemia^3^. However, on thymic injury, which is frequently observed during various stresses such as infection, ionizing radiation and chemotherapy, the thymic homing of HPCs appears to be a critical step for efficient thymic regeneration and T-cell recovery^4^,^5^,^6^. Given the markedly reduced thymic HPC homing efficiency on irradiation^7^, the proper manipulation of this process may have notable clinical benefits. In fact, a pilot study using pretreatment of bone marrow progenitor cells with CCL25 and CCL21 before transplantation has demonstrated increased thymic HPC homing and T-cell regeneration in mice^7^. Even so, the relatively low efficiency observed in this study demands further improvement.

Thymic endothelial cells (ECs), especially those located within the perivascular spaces (PVSs) at the corticomedullary junction area^8^,^9^,^10^,^11^,^12^, are believed to play critical roles in thymic cell homing. While a cascade of adhesion and signalling events, mainly involving P-selectin, VCAM-1 and ICAM-1, and CCL25 and CCL21/19, has been suggested to mediate the thymic homing progress^7^,^13^,^14^,^15^,^16^, their cellular basis has not been well defined. Therefore, the nature of thymic ECs, especially PVS-associated thymic portal ECs, remains largely elusive. In addition, how thymic ECs are regulated is also unknown. Further understanding of the cellular and molecular mechanisms controlling thymic ECs may provide novel insight into thymic HPC homing, and T-cell development and regeneration.

The lymphotoxin beta receptor (LTβR) signalling pathway, engaged by the ligands of lymphotoxin (LT) and/or LIGHT, plays a crucial role in the development and function of high ECs (HECs) for the lymph node (LN) homing of lymphocytes^17^,^18^,^19^,^20^,^21^. On the cellular level, strategically located dendritic cells (DCs), but likely not T or B cells, provide LT signalling to control the differentiation and function of HECs^22^. Whether and how the LTβR signalling axis coordinates the basic thymic homing process remain intriguing questions. In this study, we uncovered an interesting cellular and molecular pathway whereby positively selected T cells, but not other cells, orchestrate thymic HPC homing in an LTβR-dependent manner via thymic ECs.

## Results

### Endothelial LTβR controls thymic homing of progenitors

Thymic homing HPCs differentiate into early T-cell progenitors (ETPs), which then undergo T-cell development and maturation. Previous studies suggest that impaired thymic progenitor cell homing leads to a reduced ETP population^13^,^14^,^16^. To study whether LTβR is required for thymic progenitor cell homing, we first examined the ETP population in the thymi of *Ltbr*^−/−^ mice. Remarkably, a marked reduction in the ETP population was found in *Ltbr*^−/−^ mice compared with the wild-type (WT) control mice (Fig. 1a,b; Supplementary Fig. 1a). The data from bone marrow chimeric mice suggested that LTβR expression on radioresistant cells, but not haematopoietic cells, is required for a normal thymic ETP population (Supplementary Fig. 1b,c).

LTβR is well known to be involved in HEC differentiation and function. LTβR is also expressed on thymic ECs (Supplementary Fig. 1d). To determine whether LTβR may directly regulate ECs during thymic ETP population, we generated *Ltbr*^fl/fl^ *Tek*^Cre^ mice, in which LTβR is specifically deleted on ECs and haematopoietic cells. A marked reduction in the ETP population was observed in *Ltbr*^fl/fl^ *Tek*^Cre^ mice (Fig. 1c,d), recapitulating the phenotype of globally LTβR-deficient mice. Because LTβR deficiency in haematopoietic cells did not influence thymic ETP population, these data indicate that LTβR may control thymic ETP population via ECs.

To directly test whether LTβR is required for thymic progenitor cell homing, a short-term thymic homing assay was performed as previously described^7^,^16^,^23^. Two days after bone marrow transfer, the donor-derived thymic settling progenitor cells were examined by flow cytometry. A small but consistent number of donor-derived progenitor cells could be detected in the thymi of WT or heterozygous hosts (Supplementary Fig. 2a,b) at a level comparable to that reported previously^16^,^23^. Strikingly, the percentage and number of the donor-derived thymic settling progenitor cells were significantly reduced in *Ltbr*^−/−^ mice (Fig. 1e). A similar defect was confirmed in *Ltbr*^fl/fl^ *Tek*^Cre^ mice (Fig. 1f). The reduced thymic homing of transferred HPCs is unlikely due to their preferential distribution elsewhere. A comparable percentage and number of donor-derived HPCs were found between *Ltbr*^fl/fl^ *Tek*^Cre^ and control animals in the blood circulation, spleen and bone marrow (Supplementary Fig. 3a–c). Thus, endothelial LTβR plays a crucial role in thymus-specific progenitor cell homing.

### LT and LIGHT control thymic homing of progenitors

LTβR signalling can be activated by either LT or LIGHT. To study which ligand is required for thymic progenitor cell homing, we first evaluated the thymic ETP population in *Lta*^−/−^ and *Light*^−/−^ mice. While LT usually delivers the primary LTβR signalling in other scenarios, single LT deficiency resulted in only a minor defect in the thymic ETP population compared with the heterozygous mice (Fig. 2a,b). A dosage effect of LT was not observed because the thymic ETP population was comparable between WT and *Lta*^+/−^ mice (Supplementary Fig. 4a,b). However, LIGHT alone did not appear to be essential for maintaining a normal thymic ETP population (Fig. 2c,d). To test whether LT and LIGHT may play a coordinated role, we generated *Lta*^−/−^*Light*^−/−^ mice. Double deficiency of both LT and LIGHT in these mice recapitulated the thymic ETP defect in *Ltbr*^−/−^ mice (Fig. 2e,f). A short-term homing assay further confirmed the impaired thymic progenitor cell homing in *Lta*^−/−^*Light*^−/−^ mice (Fig. 2g) to a degree similar to that in *Ltbr*^−/−^ mice. These data suggest that while LT seems to play a relatively more important role than LIGHT, they coordinate to safeguard normal thymic progenitor cell homing and ETP population maintenance.

### T cells control thymic homing of progenitors

We next wondered which cells regulate thymic EC function for progenitor cell homing. DC-derived LT signalling has been reported to control HECs in the LNs^22^. In addition, thymic DCs were reported to be abundantly present in the PVSs^24^, the key site for thymic progenitor cell homing. CD11c-DTR bone marrow chimeric mice allow the sustained depletion of CD11c^+^ cells with continuous diphtheria toxin (DT) treatment. Thymic DCs were efficiently depleted after DT treatment (Supplementary Fig. 5a,b). However, the thymic ETP population was largely maintained in the continuous depletion of CD11c^+^ cells over 4 weeks (Supplementary Fig. 5c,d). B cells are another type of cells that have been reported to be important for LN homeostasis, especially for lymphatic ECs and follicular DCs, via LTβR signalling^25^,^26^. Bone marrow chimeric mice generated with WT or μMT mice demonstrated comparable thymic ETP populations (Supplementary Fig. 5e,f). These data suggest that DCs and B cells are not required for thymic progenitor cell homing.

T cells are another major type of cells expressing both LT and LIGHT. We next wondered whether T cells may be the deliverers of LTβR signalling. A previous study suggested that a lack of a peripheral lymphocyte pool, possibly T cells, may provide feedback control of thymic progenitor cell homing indirectly via the regulation of P-selectin and CCL25 expression in the thymus by sphingosine 1-phosphate^23^. However, this model does not explain why *Rag1*^−/−^ mice also have reduced thymic HPC homing efficiency^23^. Interestingly, we found that *Tcra*^−/−^ mice, in which thymocyte development stops at the double-positive stage, also demonstrated a markedly reduced thymic ETP population compared with WT control mice (Fig. 3a, b). This is also consistent with the reduced ETP population as reported in *Zap70*^−/−^ mice^27^,^28^, which are also deficient for thymocyte positive selection. The short-term homing assay confirmed the impaired thymic homing defect in *Tcra*^−/−^ mice (Fig. 3c). Together, these results indicate a new mechanism of thymic progenitor cell homing mediated by positively selected T cells probably within the thymus.

To determine whether T cells may directly deliver LTβR ligands for thymic ETP maintenance and thymic progenitor cell homing, we generated bone marrow chimeric mice with mixed WT:*Tcra*^−/−^ or *Lta*^−/−^:*Tcra*^−/−^ bone marrow cells (at a ratio of 1:1). Thus, all T cells since the single-positive stage lack LT expression in the chimeric mice generated with *Lta*^−/−^:*Tcra*^−/−^ mixed bone marrow cells. When thymic ETPs were evaluated in these mice 10 weeks later, a significant defect was found (Fig. 3d,e). A short-term homing assay also confirmed the defective thymic progenitor homing in these mice (Fig. 3f). To further investigate the coordination between LT and LIGHT on T cells, we also made bone marrow chimeric mice similar to those described above, but with *Lta*^−/−^*Light*^−/−^ instead of *Lta*^−/−^ bone marrow. A more marked decrease in the thymic ETP population and in homing efficiency was found when both LT and LIGHT were lacking on single-positive T cells (Fig. 3g–i). Since largely comparable thymic ETP defect was found in the T-*Lta*^−/−^*Light*^−/−^ in bone marrow chimeric scenario and in the straight *Lta*^−/−^*Light*^−/−^ mice at steady state (Fig. 2e–g), we suspect that the major role of LT/LIGHT on thymic ETP is likely independent of the bone marrow chimeric condition. In addition, these data indicate that single-positive T cells, but not other cells, are the major deliverer of LT/LIGHT signalling. Thus, positively selected T cells may directly control thymic ECs via LT/LIGHT-coordinated signals during thymic progenitor cell homing. The contribution of different LTβR ligands and types of cells on thymic ETP population control is summarized in Supplementary Table 1.

### The Ly6C^−^Selp^+^ thymic ECs are specialized for thymic homing

We next explored how the T-cell-mediated LTβR signalling pathway may control thymic ECs during HPC homing. The expression of the known molecules involved in thymic progenitor cell homing was first evaluated. However, quantitative PCR with reverse transcription analysis demonstrated comparable expression levels of P-selectin, VCAM-1 and ICAM-1 in purified thymic ECs from WT and *Ltbr*^−/−^ mice (Supplementary Fig. 6a). Normal thymic vasculature and a normal EC population were also preserved in *Ltbr*^−/−^ mice (Supplementary Fig. 6b). Thus, LTβR appears not to primarily control the development and function of thymic ECs.

The corticomedullary junction has been long recognized as the major place for both thymic homing and egress^8^,^9^,^10^,^11^,^12^,^29^. More specifically, PVSs, compartmentalized by double-basement membranes usually around large blood vessels, have been suggested as critical structures for cellular interchange between the thymus and the blood circulation^11^,^29^. PVS-associated thymic ECs have thus long been suggested to be the key specialized ECs controlling thymic homing. We wondered whether LTβR may control the differentiation of these specialized thymic ECs as it does for HECs in LNs. Because P-selectin^+^ thymic ECs do not seem to only localize in the PVS area, where thymic homing mainly occurs^16^, we hypothesized that a subset of ‘mature' P-selectin^+^ thymic ECs may exist associated with PVSs and be controlled by LTβR. However, the specialized PVS-associated ECs are thus far not well characterized. By analogy, this special population of thymic ECs may possess post-capillary features and share some common characteristics with HECs^30^. Ly6C has been reported as a negative EC differentiation marker that is also reduced on HECs compared with the capillary ECs in the LNs^30^. In the thymus, a subset of P-selectin^+^ thymic ECs (CD31^+^CD45^−^EpCAM^−^) were indeed found to be Ly6C^−^ (Fig. 4a, Supplementary Fig. 7a). The population of CD31^+^CD45^−^EpCAM^−^ cells is mostly blood vascular ECs and are unlikely to contain lymphatic ECs or fibroblasts because they are podoplanin-negative (Supplementary Fig. 7b). In fact, LYVE1^+^ lymphatic vessels were rarely detected in cross-sections of adult C57BL/6 mouse thymi^29^. Further characterization of the different subsets of thymic ECs (Ly6C^+^Selp^−^, Ly6C^+^Selp^+^ and Ly6C^−^Selp^+^) by RNA sequencing (RNA-seq) and transcriptome analysis revealed a total of 806 differentially expressed genes between Ly6C^+^Selp^−^ and Ly6C^−^Selp^+^ ECs (Supplementary Table 2). 

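Thymic ECs were sorted as CD31+CD45-EpCAM- cells into the 3 subsets, and 2 libraries of each subset, 6 in all, were sequenced. The paper gives the age of its mice as 5 to 7 weeks, and the sample labels give 4 to 6 weeks. The authors trimmed the reads, mapped them to the mouse genome (mm9) with TopHat and computed the expression of each gene with Cufflinks as FPKM, which scales the fragments of a gene by the length of its transcript and by the depth of the library. Each deposited table holds the FPKM of 24457 genes on chromosomes in 1 library, with the bounds of a 95% confidence interval, and replicates were not pooled. The paper states about 4000000 reads per sample. The tables give no counts. If an interval holds counting error alone, its half-width is 2 FPKM divided by the square root of the number of fragments, and that number was read back. It is an estimate, since it was not in proportion to the FPKM for every gene. Selp gave 75 fragments at an FPKM of 7.87 in Ly6C+Selp- replicate 1 and 1821 at 657 in Ly6C-Selp+ replicate 2. Summed over genes, the number read back was 2060355 and 2016264 fragments in the replicates of Ly6C+Selp- ECs. It was 1452483 and 2019325 in Ly6C+Selp+ ECs, and 1499261 and 2423146 in Ly6C-Selp+ ECs. A gene with 3 fragments had a median FPKM between 0.31 and 0.55, depending on the sample, and changes below that level were not detectable at this depth. The sum of the FPKM differed between samples, from 221458 to 300932, and the deposited values are not scaled between samples. The FPKM in Supplementary Table 2 are the deposited values multiplied by 1 factor per sample, between 1.29 and 1.81. Rn45s, the precursor of ribosomal RNA, took 4.74% to 6.57% of the summed FPKM. The deposited FPKM were analysed on the log2(FPKM + 1) scale, which understates the fold changes of low genes. The 11717 genes with an FPKM of at least 1 in at least 2 samples were tested with limma in 1 fit of all 6 samples with a mean for each subset, and p-values were adjusted by the Benjamini-Hochberg method. With 2 samples against 2, an exact permutation test cannot give a p below 0.33, so single genes were judged by limma's adjusted p and by whether both replicates of 1 subset lay above both of the other. The labels number the replicates 1 and 2 in each subset. Across genes, the deviations of samples with the same number from their subset means had a mean correlation of 0.23, so each comparison was also fitted with the replicate number as a block.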

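Between Ly6C+Selp- and Ly6C-Selp+ ECs, 485 genes passed an adjusted p of 0.05 in limma, 245 of them higher and 240 lower in Ly6C-Selp+ ECs. Of the 806 genes of Supplementary Table 2, 805 were above the filter on low values, and all 805 changed in the direction given there. Among them, 420 genes (52.2%) passed limma's threshold. Without any model, both replicates of 1 subset lay above both of the other for 788 of the 806 genes (97.8%), 365 higher and 423 lower in Ly6C-Selp+ ECs, against 37.9% of all tested genes. Compared within replicate 1 alone and within replicate 2 alone, 805 of the 806 genes changed in the same direction both times. The authors chose the 806 genes from these same libraries for this same difference. Their direction and separation were therefore largely set by that choice and are not independent support for it. The number of genes past the threshold depended on the filter and on the design of the fit. With no filter on low values it fell to 102, with 51 genes of Supplementary Table 2 among them, the largest change by ratio, and with the replicate number taken from the labels as a block it was 971, with 696 of them in that table. Among the genes used for sorting, Selp, which encodes P-selectin and lies on chromosome 1 of mm9 from 166045395 to 166080157, had an FPKM of 6.54 ± 1.89 (SD, n = 2) in Ly6C+Selp- ECs, 364 ± 72.5 (SD, n = 2) in Ly6C+Selp+ ECs and 591 ± 92.8 (SD, n = 2) in Ly6C-Selp+ ECs. Its log2 fold change between Ly6C+Selp- and Ly6C-Selp+ ECs was 6.31 (standard error 0.27, limma adjusted p = 7.8e-06). Ly6c1, on chromosome 15 from 74874448 to 74879267, fell from 851 ± 225 (SD, n = 2) to 79.7 ± 28.2 (SD, n = 2), a log2 fold change of -3.42 (standard error 0.33, limma adjusted p = 0.00067). The nearly identical Ly6c2 stayed below an FPKM of 5 in every sample, and its values are uncertain because the authors' mapping could have split reads between the 2 genes. Pecam1, which encodes CD31, did not pass the threshold, although both Ly6C-Selp+ samples were above both Ly6C+Selp- samples, with a log2 fold change of 0.54 (standard error 0.24, limma adjusted p = 0.36).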

Some of them have been confirmed by quantitative real-time PCR (Supplementary Fig. 8). 

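In the thymic samples, the mean of Ly6C+Selp+ ECs lay between the means of Ly6C+Selp- and Ly6C-Selp+ ECs for 733 of the 806 differential genes (90.9%). On a line through the 806 genes from the mean of Ly6C+Selp- ECs, set to 0, to the mean of Ly6C-Selp+ ECs, set to 1, Ly6C+Selp+ ECs were at 0.48 ± 0.07 (SD, n = 2), with replicate 1 at 0.43 and replicate 2 at 0.53. Leaving out replicate 1 or replicate 2 of Ly6C+Selp+ ECs, which left a single Ly6C+Selp+ sample, shifted this position most, to 0.53 or 0.43. Supplementary Table 3 divides the 806 genes into 394 that are also in the published signature of LN HECs and 412 that are not. Of the 394 shared genes, 153 were higher and 241 were lower in Ly6C-Selp+ than in Ly6C+Selp- ECs, and 238 (60.4%) passed limma's threshold. The LN microarray samples that the paper compares them with were not analysed here. The paper orders the thymic and LN samples by the Z-scores of the differential genes and reads the grouping in Supplementary Fig. 9b as a likeness of Ly6C-Selp+ ECs to HECs and of Ly6C+Selp- ECs to capillary ECs.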

Further analysis of these differential genes showed striking similarities between Ly6C^−^Selp^+^ ECs and LN HECs, and between Ly6C^+^Selp^−^ ECs and LN capillary ECs (Supplementary Fig. 9a,b). 

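Between Ly6C+Selp+ and Ly6C-Selp+ ECs, 26 genes passed limma's threshold (11 higher and 15 lower in Ly6C-Selp+ ECs), and all 26 also passed between Ly6C+Selp- and Ly6C-Selp+ ECs. The comparison of Ly6C+Selp- with Ly6C+Selp+ ECs gave 46 genes (38 higher and 8 lower in Ly6C+Selp+ ECs). The comparison of Ly6C+Selp+ with Ly6C-Selp+ ECs was sensitive to the settings. In place of 26 genes, no filter on low values gave 2 and the replicate number as a block gave 229. The balance of directions moved too. Quantile normalization gave 21 higher and 68 lower in Ly6C-Selp+ ECs, and the block gave 124 and 105. Between Ly6C+Selp- and Ly6C+Selp+ ECs, the block gave 99 higher and 84 lower in Ly6C+Selp+ ECs. Gene ontology terms were not analysed here, and for 2 of the pathways in Supplementary Fig. 9c a list of genes was used that was written before the files were opened but after Supplementary Table 2 had been read. The 13 genes of the Notch pathway had a mean log2 fold change of -0.97 between Ly6C+Selp- and Ly6C-Selp+ ECs, with 10 of 13 genes lower in Ly6C-Selp+ ECs (permutation test over 100000 random gene sets, p = 5e-05, 7.5e-05 after adjustment for 3 gene lists). Notch4 fell from an FPKM of 72.7 ± 5.6 (SD, n = 2) to 13.4 ± 0.6 (SD, n = 2) and Jag2 from 49.4 ± 4.9 (SD, n = 2) to 9.7 ± 2.2 (SD, n = 2), changes larger than the replicate spread of either gene (limma adjusted p = 0.00078 and 0.0018). The 9 genes of the VEGF pathway had a mean of -0.53, with 6 of 9 lower (permutation test, p = 0.018, 0.018 after adjustment). Their mean went to -0.37 with Ly6C+Selp- replicate 1 left out and to -0.69 with Ly6C+Selp- replicate 2 left out, and with Ly6C-Selp+ replicate 1 left out it was -0.48 (permutation test, p = 0.058). Among them Kdr fell from 189 ± 22.9 (SD, n = 2) to 66.8 ± 4.8 (SD, n = 2), with a limma adjusted p of 0.0079. The genes of a pathway are not independent replicates. From the terms enriched in each direction, the paper concludes that Ly6C-Selp+ ECs have features of their own that resemble those of HECs against capillary ECs.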

Gene ontology analysis of the differential genes between Ly6C^−^Selp^+^ ECs and other thymic EC subsets also demonstrated their distinct features, similar to the comparison between LN HECs and capillary ECs (Supplementary Fig. 9c,d)^30^. 

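A list of 16 genes of leukocyte homing, written before the files were opened but after Supplementary Table 2 had been read, had 13 genes above the filter on low values. Their mean log2 fold change between Ly6C+Selp- and Ly6C-Selp+ ECs was 2.08 (permutation test over 100000 random gene sets, p = 1e-05, the smallest it can give, and 3e-05 after adjustment for 3 gene lists). The 13 genes include Selp, whose protein was used to sort the subsets, so its rise was set by the sort. The mean and its p were computed with Selp in the list. By limma, 9 of the 13 genes passed the threshold, and not all in 1 direction. Higher in Ly6C-Selp+ ECs were Ackr1, Selp, Glycam1, Sele, Bst1, Enpp2 and Vcam1, with log2 fold changes between 2.55 and 6.51. Sele, for example, rose from an FPKM of 10.8 ± 2.7 (SD, n = 2) to 276 ± 9.6 (SD, n = 2). Cxcl12 fell from 441 ± 114 (SD, n = 2) to 43.7 ± 9.8 (SD, n = 2), with a log2 fold change of -3.30 (standard error 0.31, limma adjusted p = 0.00063), and Cx3cl1 fell by 1.69 on the log2 scale (standard error 0.26, limma adjusted p = 0.0069). Icam1, Icam2, Cd34 and Ccl25 did not pass. On the deposited FPKM, both Ly6C-Selp+ samples were above both Ly6C+Selp- samples for Icam1 and below both for Icam2. Within replicates 1 and 2, the log2 fold change was 0.28 and 0.22 for Icam1 and -0.58 and -0.58 for Icam2. For Icam1 this depended on the scaling. With the factors of Supplementary Table 2 its log2 fold change went from 0.25 to 0.16, and its samples no longer separated completely. Ccl21a and Ccl19 had an FPKM of 0 in all 6 samples. How the authors' mapping treated reads that match more than 1 place is not stated. These values therefore do not show that either gene is silent. The largest shift of the mean came from the pseudocount, with 2.44 at a pseudocount of 0.1. On the basis of the transcriptomes, the paper proposes that Ly6C-Selp+ ECs are specialized and act in the homing of cells to the thymus.

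**Figure D1:**
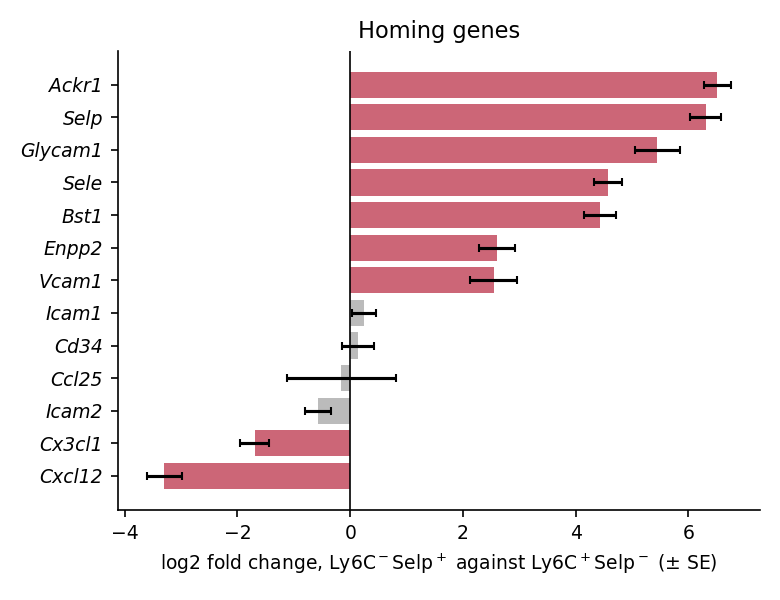
Log2 fold change of each of the 13 homing genes between Ly6C-Selp+ and Ly6C+Selp- ECs on the log2(FPKM + 1) scale, with its standard error from limma as the error bar. Coloured bars passed the threshold on the adjusted p and grey bars did not. Ackr1 and Selp rose most, with 6.51 and 6.31, and Cxcl12 fell most, with -3.30.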

These data suggest the specialization of thymic Ly6C^−^Selp^+^ ECs and their function in thymic cell homing on the transcriptome level.

To further test whether the aforementioned Ly6C^−^Selp^+^ ECs are the portal ECs associated with PVSs in the thymus during progenitor cell homing, immunofluorescence staining was performed to determine their location. The results demonstrated that CD31^+^Ly6C^−^ vessels were enriched (∼60%) in the corticomedullary junction area. Further co-staining with collagen IV showed that these CD31^+^Ly6C^−^ECs were mainly (∼75%) associated with PVSs (Fig. 4b,c). In addition, ∼60% of the PVSs were associated with CD31^+^Ly6C^−^ ECs, while only ∼6% of the non-PVS vessels were Ly6C^−^ (Fig. 4d). To further determine whether the Ly6C^−^ PVSs are where thymic progenitor entry takes place, a short-term thymic homing assay was performed using fluorescence-activated cell sorting (FACS)-sorted Lin^−^c-Kit^+^ bone marrow cells. Immunofluorescence staining revealed that the majority (∼80%, 28 out of 35) of the thymic seeding progenitor cells were closer to the Ly6C^−^ vessels than to the Ly6C^+^ vessels in the corticomedullary junction (Fig. 4e); this placement was not dependent on the volume of the vessel because large vessels that were Ly6C^+^ did not co-localize with thymic seeding progenitor cells (bottom panel of Fig. 4e). Thus, together with the previous finding that PVSs are where thymic progenitor cell entry takes places^11^, these data provide further evidence that Ly6C^−^Selp^+^ thymic ECs are the portal ECs that mediate thymic progenitor cell entry. These thymic ECs were therefore named thymic portal ECs (TPECs).

### LTβR and T cells are required for the development of TPECs

To test whether LTβR controls the differentiation of TPECs, thymic EC subsets of WT and *Ltbr*^−/−^ mice were analysed by flow cytometry. Strikingly, the population of TPECs was markedly reduced in the absence of LTβR (Fig. 5a,b). Interestingly, the population of Ly6C^+^Selp^+^ thymic ECs was significantly enriched, suggesting a differentiation block and a precursor-progeny or maturation relationship between Ly6C^+^Selp^+^ ECs and TPECs (Fig. 5a,b). Similar changes were confirmed in *Ltbr*^fl/fl^ *Tek*^Cre^ mice (Supplementary Fig. 10a,b), suggesting an endothelial intrinsic function of LTβR signalling in TPEC differentiation/maturation.

To further test whether LTβR signalling constantly regulates TPECs, 6-day-old neonatal WT mice were treated with agonistic LTβR antibody (clone 9B10) or a control antibody. Ten days later, the TPEC population was found to be significantly increased in the 9B10 treatment group compared with that in the control group (Fig. 5c–e). The increase in the TPEC population is likely due to the enhanced differentiation from their precursors because the population of Ly6C^+^Selp^+^ ECs was accordingly reduced. In contrast, LTβR-Ig blockade in adult mice significantly decreased the TPEC population and resulted in the accumulation of Ly6C^+^Selp^+^ ECs within 4 weeks (Fig. 5f,g). Together, these data suggest that LTβR signalling is constantly required for the differentiation and homeostasis of TPECs.

Because positively selected T cells were found to be required for thymic progenitor cell homing (Fig. 3c), we asked whether they are also required for TPEC development. Consistently, the TPEC population was indeed reduced in *Tcra*^−/−^ mice (Fig. 5h,i), further suggesting that positively selected T cells may directly control TPECs for thymic progenitor cell homing.

### LTβR is required for thymic regeneration on injury

Thymic injury is a common clinical problem and regeneration of the thymus is essential for the re-establishment of the competent naive T-cell compartment^31^. Administration of HPCs or boosting HPC thymic homing has been reported to be able to promote thymic regeneration^4^,^5^,^6^,^7^. To study whether LTβR is required for thymic progenitor cell homing, and thus thymic regeneration, after thymic injury, sublethal total-body irradiation (SL-TBI) was applied to induce thymic injury. A short-term thymic homing assay was performed on day 3 after irradiation. Consistent with the finding in *Ltbr*^−/−^ mice at steady state, a significant reduction in the thymic homing of progenitor cells was found in *Ltbr*^−/−^ mice after SL-TBI (Fig. 6a). To test whether this would result in defective thymic regeneration, the total thymic cellularity and subset distribution were determined 28 days after irradiation. Remarkably, while completely recovered in WT mice, the total cellularity and the number of all major developing thymocyte subsets were markedly reduced in *Ltbr*^−/−^ mice (Fig. 6b, c). Thus, LTβR is required for thymic progenitor homing not only at steady state but also on thymic injury. Deficiency of LTβR resulted in impaired thymic regeneration on SL-TBI-induced injury.

## Discussion

The trafficking of haematopoietic cells to lymphoid tissues is a basic biological process underlying many important immunological functions under both physiological and pathological conditions. In the thymus, the homing of HPCs is critical for normal T-cell development at steady state and for T-cell regeneration on injury. While cell trafficking to secondary lymphoid tissues is well understood, the underlying cellular and molecular mechanisms for thymic homing remain largely unclear. Here we have identified a critical role for the LTβR signalling pathway in the specialized differentiation of thymic ECs (TPECs) for HPC thymic homing and T-cell regeneration.

Our study characterized the PVS-associated TPECs on the transcriptome level for the first time and revealed their high levels of similarity with HECs in peripheral LNs. In fact, the comparison between thymic EC and LN EC subsets suggests highly conserved programmes for EC differentiation and function in different lymphoid tissues. First, LTβR appears to play a critical role in both scenarios. Second, some transcriptional factors related to cardiovascular development, such as Hey1, Id1, Msx1 and Sox17, are all less represented in both TPECs and HECs compared with capillary ECs (Supplementary Table 3). 

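All 4 genes were lower in Ly6C-Selp+ than in Ly6C+Selp- ECs, with Ly6C+Selp+ ECs in between, and for each gene both Ly6C-Selp+ samples were below both Ly6C+Selp- samples. Id1, on chromosome 2 of mm9 from 152561987 to 152563146, had an FPKM of 261 ± 62.8 (SD, n = 2) in Ly6C+Selp- ECs, 96.6 ± 17.5 (SD, n = 2) in Ly6C+Selp+ ECs and 46.0 ± 2.4 (SD, n = 2) in Ly6C-Selp+ ECs, and its log2 fold change between Ly6C+Selp- and Ly6C-Selp+ ECs was -2.46 (standard error 0.26, limma adjusted p = 0.0011). Hey1, on chromosome 3 from 8663359 to 8667038, went from 20.6 ± 5.3 (SD, n = 2) through 6.5 ± 0.1 (SD, n = 2) to 2.1 ± 1.8 (SD, n = 2), a log2 fold change of -2.94 (standard error 0.43, limma adjusted p = 0.0057). Sox17, on chromosome 1 from 4481009 to 4487435, decreased from 35.4 ± 7.6 (SD, n = 2) to 10.5 ± 0.7 (SD, n = 2), a log2 fold change of -1.65 (standard error 0.26, limma adjusted p = 0.0084). Msx1, on chromosome 5 from 38211730 to 38215824, was the lowest of the 4, with 4.9 ± 1.9 (SD, n = 2) in Ly6C+Selp- ECs and 0.4 ± 0.5 (SD, n = 2) in Ly6C-Selp+ ECs, where 2 fragments in replicate 1 and 0 in replicate 2 lay behind the value. Its log2 fold change of -2.11 (standard error 0.44, limma adjusted p = 0.030) moved furthest of the 4 genes under another setting, to -4.03 with a pseudocount of 0.1, where the adjusted p was 0.069 in limma. Within replicate 1 and within replicate 2 the log2 fold changes were -2.75 and -2.16 for Id1, -2.55 and -3.33 for Hey1, -1.92 and -1.37 for Sox17 and -2.03 and -2.18 for Msx1. Of the 6 fits that each left out 1 replicate, Id1 and Hey1 passed the threshold in 6, Sox17 in 4 and Msx1 in 3. Hey1, Id1 and Sox17 are in Supplementary Table 2 and Msx1 is not. The paper counts the lower level of these genes in TPECs and in HECs as a feature that the differentiation of both has in common.

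**Figure D2:**
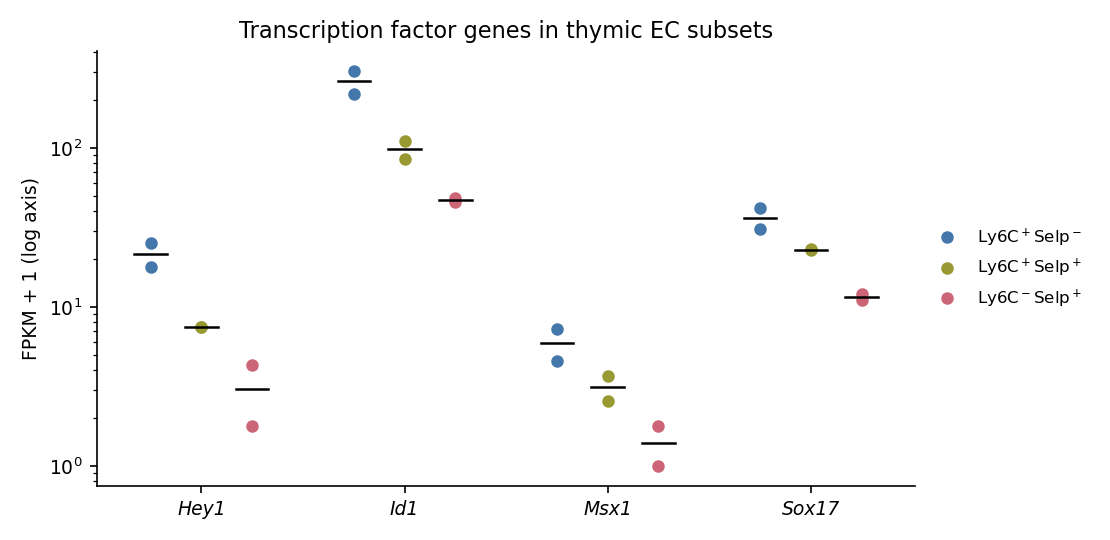
FPKM + 1 on a log axis of Hey1, Id1, Msx1 and Sox17 in the 3 thymic EC subsets. Points are the 2 replicates of a subset and the line is their mean FPKM + 1. Every gene steps down from Ly6C+Selp- to Ly6C+Selp+ to Ly6C-Selp+ ECs, Id1 from a mean FPKM of 261 to 46.0.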

Third, the transmigration machinery may also be shared by TPECs and HECs. 

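Bst1, on the plus strand of chromosome 5 of mm9 from 44210132 to 44234707, rose across the 3 subsets of thymic ECs. Its FPKM was 1.4 ± 0.4 (SD, n = 2) in Ly6C+Selp- ECs, 13.7 ± 1.8 (SD, n = 2) in Ly6C+Selp+ ECs and 49.5 ± 1.5 (SD, n = 2) in Ly6C-Selp+ ECs. The values rested on 7 and 14 fragments in the Ly6C+Selp- samples and on 232 and 400 in the Ly6C-Selp+ samples. The log2 fold change from Ly6C+Selp- to Ly6C-Selp+ ECs was 4.43 (standard error 0.28, limma adjusted p = 7.3e-05), 4.66 within replicate 1 and 4.21 within replicate 2. Between Ly6C+Selp- and Ly6C+Selp+ ECs it was 2.65 (limma adjusted p = 0.0059), and between Ly6C+Selp+ and Ly6C-Selp+ ECs it was 1.78 (limma adjusted p = 0.053). The pseudocount mattered most for this gene, with a log2 fold change of 5.12 between Ly6C+Selp- and Ly6C-Selp+ ECs at a pseudocount of 0.1. For HECs the paper relies on the published signature, whose samples were not analysed here. From the preference of both kinds of EC for Bst1, the paper proposes that their transmigration machinery may be shared.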

Supporting this, Bst1, which encodes CD157, a receptor that has been linked to neutrophil transendothelial migration^32^, is preferentially expressed in both TPECs and HECs (Supplementary Table 3). In contrast, CD97, which may inhibit leukocyte transmigration by strengthening the adherens junctions^33^, was downregulated in both TPECs and HECs (Supplementary Table 3). 

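Cd97, on the minus strand of chromosome 8 of mm9 from 86247150 to 86265210, had an FPKM of 32.6 ± 1.5 (SD, n = 2) in Ly6C+Selp- ECs, 16.3 ± 2.8 (SD, n = 2) in Ly6C+Selp+ ECs and 10.0 ± 1.9 (SD, n = 2) in Ly6C-Selp+ ECs. Its log2 fold change between Ly6C+Selp- and Ly6C-Selp+ ECs was -1.63 (standard error 0.27, limma adjusted p = 0.010), -1.41 within replicate 1 and -1.85 within replicate 2. The step from Ly6C+Selp- to Ly6C+Selp+ ECs alone did not pass the threshold (limma adjusted p = 0.27), although both Ly6C+Selp+ samples were below both Ly6C+Selp- samples. In the fit without Ly6C-Selp+ replicate 2 the log2 fold change was -1.45 and no longer passed, with an adjusted p of 0.089 in limma, and the gene passed in 4 of the 6 fits that each left out 1 replicate. The HEC samples were not analysed here. The paper sets this decrease against the rise of Bst1, as a gene that may hold back leukocyte transmigration and is lowered in both kinds of EC.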

Our data may provide a useful source for further study on lymphoid vascular differentiation and function, although further validation is still required.

Notably, while significant conservation is found between thymic TPECs and LN HECs, tissue specificity exists. 

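The 806 genes fall into 394 that are shared with the HEC signature and 412 that are not (Supplementary Table 3). Both groups differed between Ly6C+Selp- and Ly6C-Selp+ ECs by a similar amount, with a median absolute log2 fold change of 1.48 for the shared genes and 1.33 for the unshared TPEC genes, against 0.27 for the 10100 tested genes in neither list. Limma's threshold was passed by 238 of 394 shared genes (60.4%) and by 182 of the 411 unshared TPEC genes tested (44.3%). The shared genes were more often lower in Ly6C-Selp+ ECs (241 lower, 153 higher), and the unshared TPEC genes were more often higher (226 higher, 185 lower). Of the genes listed for HECs alone, 811 were tested in the thymic subsets. Their median absolute log2 fold change was 0.49, and 30 of them (3.7%) passed the threshold, against 0.35% of the tested genes in neither list. The 806 genes were chosen for a difference between these same subsets in these same libraries. Their contrast with genes outside the 806 was therefore largely set by that choice. The odds ratio of the overlap, 11.9 in the main setting, was 24.4 when no filter on low values was used. From the genes that the 2 lists share and those they do not, the paper concludes that TPECs and HECs are conserved in part and specific to their tissue in part.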

(Supplementary Fig. 9e; Supplementary Table 3). Whether this suggests any selective recruitment of different cells to different organs remains to be investigated. Consistent with this, our data showed that in the short-term homing assay, on bone marrow cell intravenous transfer, the percentage of donor-derived lineage-negative cells among total donor cells enriched about five- to six-fold in the thymus compared with the percentage in the LNs (Supplementary Fig. 11). Even so, it should be noted that the homing selectivity may also be affected by the tissue microenvironment. For example, in the LNs, perivascular CCL19 is transcytosed to the luminal surfaces of HEVs and enables T-cell homing^34^. Similarly, thymic epithelial CCL25 has been suggested to be transcytosed across endothelium to mediated thymic progenitor homing^7^. Further confirmation and subsequent detailed studies on thymic TPEC and LN HEC signature genes may lead to better understanding of the trafficking process in both the thymi and the LNs.

Our data strongly suggest that endothelial LTβR is required for thymic progenitor cell homing and the ETP population. Because TPEC appears to be a critical population for thymic progenitor cell homing and it is highly dependent on LTβR signalling, we hypothesize that LTβR controls this process by promoting thymic EC differentiation/maturation to TPECs. Consistent with this, Ly6C^+^Selp^+^ thymic ECs accumulate in the absence of LTβR. 

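All 3 genes were higher in Ly6C-Selp+ than in Ly6C+Selp- ECs in both replicates. Glycam1, on chromosome 15 of mm9 from 103393191 to 103395512, had an FPKM of 0 in both Ly6C+Selp- samples and of 0 and 0.63 in the Ly6C+Selp+ samples, against 44.0 ± 15.5 (SD, n = 2) in Ly6C-Selp+ ECs, where 28 and 85 fragments lay behind it. Its log2 fold change was 5.45 between Ly6C+Selp- and Ly6C-Selp+ ECs (standard error 0.40, limma adjusted p = 0.00015) and 5.09 between Ly6C+Selp+ and Ly6C-Selp+ ECs (limma adjusted p = 0.0026). Because the gene was not detected in Ly6C+Selp- ECs, its fold change is set by the pseudocount, and it was 8.74 with a pseudocount of 0.1. Enpp2, on chromosome 15 from 54670234 to 54751701, rose from 62.1 ± 27.3 (SD, n = 2) in Ly6C+Selp- ECs to 254 ± 34.2 (SD, n = 2) in Ly6C+Selp+ ECs and 368 ± 76.0 (SD, n = 2) in Ly6C-Selp+ ECs, a log2 fold change of 2.60 between Ly6C+Selp- and Ly6C-Selp+ ECs (standard error 0.32, limma adjusted p = 0.0025). Its last step, from Ly6C+Selp+ to Ly6C-Selp+ ECs, did not pass the threshold (log2 fold change 0.53, limma adjusted p = 0.66). Both Ly6C-Selp+ samples were nevertheless above both Ly6C+Selp+ samples. Vcam1, on chromosome 3 from 115812938 to 115832606, rose from 38.9 ± 23.7 (SD, n = 2) through 102 ± 10.5 (SD, n = 2) to 219 ± 81.1 (SD, n = 2), a log2 fold change of 2.55 (standard error 0.42, limma adjusted p = 0.0094). Without Ly6C-Selp+ replicate 1 it was 2.16 and did not pass (limma adjusted p = 0.079). Within replicate 1 and within replicate 2, the log2 fold change was 2.36 and 2.85 for Enpp2 and 2.29 and 2.81 for Vcam1. The paper joins the level of these genes in TPECs to earlier work that places them downstream of LTβR, as part of its case that LTβR controls the maturation of TPECs. By PCR of purified thymic ECs, the paper found similar VCAM-1 levels in WT and *Ltbr*-/- mice. The libraries differ by sorted subset and not by LTβR, so these rises do not test whether the genes depend on LTβR.

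**Figure D3:**
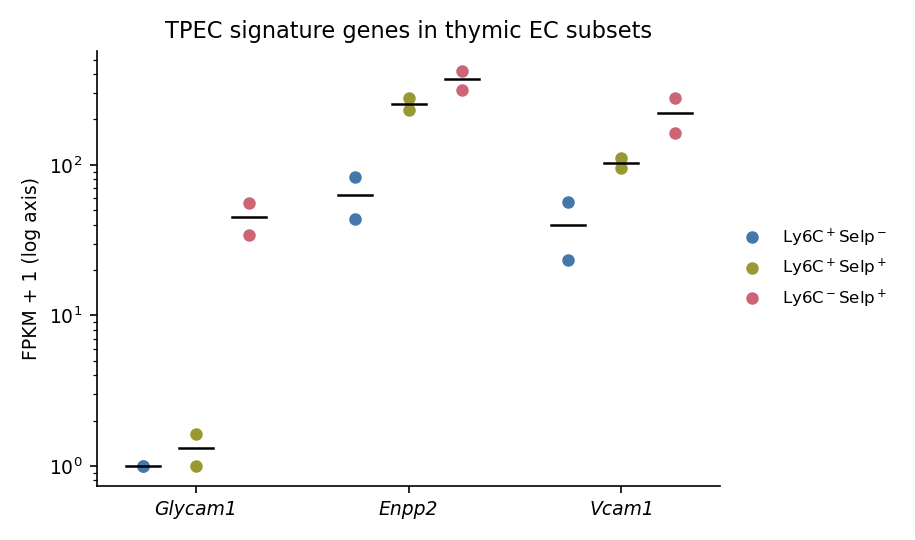
FPKM + 1 on a log axis of Glycam1, Enpp2 and Vcam1 in the 3 thymic EC subsets. Points are the 2 replicates of a subset and the line is their mean FPKM + 1. Glycam1 is seen almost only in Ly6C-Selp+ ECs, with a mean FPKM of 44.0, and Enpp2 and Vcam1 rise in steps to means of 368 and 219.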

In addition, many TPEC signature genes, such as GlyCAM-1 (refs 17, 22), Enpp2 (refs 35, 36) and VCAM-1 (refs 37, 38), are known to be downstream of LTβR signalling. In fact, one of these genes (that is, VCAM-1) has already been demonstrated to have an important role in thymic progenitor cell homing^15^. The precise downstream mechanism for the LTβR-mediated control of TPEC differentiation/maturation is now an important question.

While LN HECs are mainly controlled by DCs, our study found that positively selected T cells instead control thymic TPEC differentiation for progenitor cell homing. A previous study has suggested an important role of the peripheral T-cell pool in the feedback control of the thymic endothelium^23^. However, it remains elusive how a small change of sphingosine 1-phosphate in the plasma could influence thymic endothelial behaviour^39^. In addition, the model does not explain the decreased thymic progenitor cell receptivity in *Rag1*^−/−^, *Tcra*^−/−^ or *Zap70*^−/−^ mice, all of which severely lack peripheral T cells, suggesting an additional mechanism. Our data presented here indicate a new model, where single-positive T cells may directly control TPECs via intrathymic LTβR signalling for thymic progenitor cell homing. Even so, it remains unclear which population of T-cell controls. The mature single-positive thymocytes have been reported to traffic through PVSs in the corticomedullary junction area during their egress^11^,^29^. In addition, the recirculating T cells from periphery are also speculated to migrate back to the thymus through the corticomedullary junction area^40^. Therefore, both populations are possible candidates. It would be an intriguing question to test in future whether thymic progenitor cell homing is regulated by egressing mature thymocytes or recirculating T cells, indicating either a thymus intrinsic or a thymus extrinsic manner, respectively.

Although thymic ETP population is markedly reduced in adult *Ltbr*^−/−^ mice, the total thymic cellularity is largely comparable to WT mice^41^. This is likely due to the compensational proliferation of T cells at later developmental stages. However, at neonatal stage, significant reduction of total thymic cellularity and number of ETPs were consistently found in *Ltbr*^−/−^ mice (Supplementary Fig. 12a,b). This is in line with the previous finding that the defect of embryonic thymic progenitor colonization resulted in smaller thymic size^42^. However, it is worth to note that the underlying mechanism of LTβR controlling thymic progenitor cell co-lonization at embryonic and postnatal stage may be different. At the embryonic stage, when thymic vascularization is less developed, thymic epithelial cells appear to play a major role for recruitment of progenitor cells directly via CCL21 and CCL25 or indirectly via ephrin B signalling^43^,^44^. LTβR may control embryonic thymic progenitor co-lonization through thymic epithelial cells. In fact, previous work, including ours, have shown that CCL21 expression on thymic epithelial cells is regulated by LTβR signalling^45^,^46^. In the adult mice, LTβR expression on thymic epithelial cells seems to play only minor role compared with endothelial LTβR. The thymic ETP population in *Ltbr*^fl/fl^ K14^Cre^ is only partially reduced compared with the littermate controls (Supplementary Table 1).

Thymic injuries are common phenomena during various pathological conditions^47^. Due to the important role of T cells in adaptive immunity to combat infections and tumours, boosting thymic regeneration is highly desired in the clinic. Numerous methods targeting different stages and different cellular components during T-cell development have been tested in preclinical or clinical studies^47^,^48^,^49^,^50^. Most of these methods aim to expand the population of HPCs or thymocytes/T cells directly or indirectly via thymic stromal cells. Because thymic homing is a limiting factor for T-cell regeneration during bone marrow transplantation^5^, it has recently become a new targeting process for boosting thymic regeneration^7^. In our study, deficiency of LTβR resulted in significantly impaired thymic regeneration on SL-TBI-induced injury, associated with defective thymic progenitor cell homing. Since thymic progenitor replenishment has been shown important for thymic regeneration on injury, the defective thymic progenitor homing defect in *Ltbr*^−/−^ mice is likely a significant contributing factor leading to the defective thymic regeneration^4^,^5^,^6^, although we cannot formally rule out other possibilities. Another important contributing factor for thymic regeneration is thymocyte expansion, which is actually the targeting step for most current strategies for thymic regeneration, as mentioned above. However, so far, there is no indication that LTβR regulates this step. Marked thymocyte expansion occurs at thymic cortex, where cortical epithelial cells play an important role^51^,^52^. However, LTβR seems not to affect cortical epithelial cells, while it is required for medullary epithelial cell development and function according to many studies including ours^53^,^54^. Further evaluation and investigation of the detailed mechanisms may be necessary for proper targeting LTβR signalling pathway for improving immune reconstitution.

In summary, we have uncovered a new mechanism governing thymic EC differentiation to promote thymic progenitor homing and T-cell regeneration. In addition, given the increasingly acknowledged importance of the thymic homing of various haematopoietic cells (including DCs, T-regulatory cells and B cells) for T-cell development and central tolerance^3^,^55^,^56^,^57^,^58^,^59^, our characterization of thymic ECs and identification of their regulation by the LTβR signalling pathway may shed new light to improve our understanding of the general thymic homing process and provide novel strategies for improving immune reconstitution.

## Methods

### Mice

WT C57BL/6 mice were purchased from Vital River, a Charles River company in China. *Tek*-Cre mice were obtained from Nanjing Biomedical Research Institute. *Tcra*^−/−^, CD11c-DTR, *K14*-Cre and CD45.1 mice were obtained from The Jackson Laboratory. *Ltbr*^−/−^, *Ltbr*^fl/fl^ and *Light*^−/−^ mice were as previously described^60^. μMT mice were provided by Hai Qi (Tsinghua University, China) and Baidong Hou (Institute of Biophysics, Chinese Academy of Sciences). *Lta*^−/−^ mice were provided by Burkhard Ludewig (Kantonal Hospital, Switzerland). Five- to seven-week-old sex-matched mice were used unless described otherwise. All mice are on the C57BL/6 background and were maintained under specific pathogen-free conditions with approval by the institutional committee of the Institute of Biophysics, Chinese Academy of Sciences.

### Isolation of thymic ECs

Thymus tissues were digested with 0.2 mg ml^−1^ collagenase I (Sigma), 1 U ml^−1^ dispase I (Corning) and 0.06 mg ml^−1^ DNase I (Roche) in RPMI 1640 medium with 2% fetal bovine serum (FBS) for 1 h at 37 °C. The digestion was washed with cold PBS and filtered through a 70-μm cell strainer (Biologix Group). The stromal cells were enriched by discontinuous density gradient centrifugation in Percoll (GE Healthcare; bottom layer=1.115 g ml^−1^; middle layer=1.065 g ml^−1^; top layer=2% FBS RPMI 1640). The cells recovered from the upper interface were washed and stained with antibodies for flow cytometric analysis or cell sorting.

### Immunofluorescence microscopy

Thymus tissues were embedded in OCT compound and snap-frozen in liquid nitrogen. Ten-micrometre-thick cryosections were air-dried and fixed for 10 min in cold acetone. The cryosections were blocked for 1 h in PBS containing 2% FBS and 1 mg ml^−1^ anti-FcγRII/CD16 (2.4G2; in-house production). The cryosections were incubated overnight at 4 °C with the following antibodies at 2.5 μg ml^−1^ working concentration: anti-CD31 (MEC13.3; eBioscience), anti-Ly6C (HK1.4; BioLegend) and anti-CD45.2 (104; eBioscience). Anti-collagen IV (LSL-LB-1407; Cosmo Bio Co., LTD) was diluted 1:1,000. Unconjugated antibodies were detected with the following secondary antibodies: AlexaFluor594-conjugated goat anti-rabbit IgG (Jackson, ZF-0516) and TRITC-conjugated streptavidin (Jackson, 016-020-084). The detailed information of these antibodies is also listed in Supplementary Table 4. Microscopical analysis was performed using a confocal microscope (Zeiss LSM-710) and the images were processed with ZEN 2010 software (Carl Zeiss, Inc.).

### Flow cytometry and cell sorting

All antibodies used for flow cytometry were from BD Biosciences, eBioscience or BioLegend. The detailed information of antibodies is also listed in Supplementary Table 4. Flow cytometry data were acquired on an LSRFortessa (BD) with FACSDiva software (BD), and FlowJo software (TreeStar) was used for further analysis. Cell sorting was performed on a FACSAriaII or FACSAriaIII (BD). The working concentration of antibodies is 2.5 μg ml^−1^. For ETP analysis, single-cell suspensions (5 × 10^6^ cells in 100 μl FACS buffer) were stained with a lineage marker mix (anti-CD4 (GK1.5), anti-CD8 (53-6.7), anti-CD11b (M1/70), anti-Ter-119 (Ter-119), anti-Gr-1 (RB6-8C5) and anti-B220 (RA3-6B2)), anti-CD44 (IM7), anti-CD25 (PC61) and anti-c-Kit (2B8). For short-term homing analysis, single-cell suspensions (1 × 10^7^ cells in 200 μl FACS buffer) were stained with the lineage marker mix (anti-CD4, anti-CD8, anti-B220, anti-Gr-1, anti-CD11b, anti-CD11c (N418), anti-NK1.1 (PK136) and anti-Ter-119) and stained for the congenic markers CD45.1 (A20) and CD45.2 (104) when the donor cells were not labelled with carboxyfluorescein succinimidyl ester (CFSE). For thymic EC staining, the samples were stained with antibodies against CD45 (30-F11), CD31 (MEC13.3), EpCAM (G8.8), P-selectin (RB40.34) and Ly6C (HK1.4). Dead cells were excluded by staining with propidium iodide (Sigma).

### Bone marrow chimeras and short-term homing assay

For the bone marrow chimeras, 5 × 10^6^ bone marrow cells from donor mice were injected intravenously into congenic C57BL/6 host mice that had been lethally irradiated (1,000 rad). The chimeras were given prophylactic water-containing antibiotics for 4 weeks following bone marrow transfer. The chimeras were analysed 6–10 weeks after transplantation. For the short-term thymic homing assay, congenically marked bone marrow cells were injected intravenously into the mice (5 × 10^7^ cells per mouse of which ∼2% are lineage-negative progenitors). Forty-eight hours later, the thymic cells were collected, stained and analysed by flow cytometry as described above to determine the percentage and number of donor-derived thymic seeding progenitor cells. To directly visualize the thymic seeding progenitor cells, CD45.2^+^Lin^−^c-Kit^+^ bone marrow progenitor cells were sorted with purity of ∼98% and injected intravenously into the CD45.1^+^ recipients (0.5–2 × 10^6^ cells per mouse). Twenty hours later, the recipient mice were killed and the thymi were removed and frozen in OCT for immunofluorescence staining.

### Quantitative real-time PCR

RNA from sorted thymic ECs was extracted using an RNeasy mini kit (Qiagen) according to the manufacturer's instructions. The quality and quantity of the total RNA was assessed using a Nanodrop spectrophotometer (ND 2000C; Thermo Fisher Scientific). The total RNA was reverse-transcribed using a RevertAid First Strand cDNA Synthesis Kit (Fermentas) according to the manufacturer's instructions. The primers used are listed in Supplementary Table 5. Quantitative real-time PCR was performed using SYBR Premix Ex Taq mix (Takara) and the reactions were run on a real-time PCR system (7500, Applied Biosystems). The relative messenger RNA expression levels were calculated using 7500 software v2.0.6 (Applied Biosystems).

### Whole-transcriptome sequencing and analysis

Subsets of thymic ECs were sorted by FACS as described above. The purity of each sample was at least 90%. RNA was extracted using an RNeasy Plus Micro kit (Qiagen) according to the manufacturer's instructions. The quality and quantity of the total RNA was assessed using a High Sensitivity NGS Fragment Analysis kit (DNF-486-0500). The sequencing library was prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB). The RNA-seq data were sequenced using a Illumina HiSeq 2500 platform to generate ∼4 million 100 bp paired-end reads for each sample. Low-quality reads and sequencing adapters were trimmed from the sequencing data, and then the clean reads were mapped to the genome (mm9) using Tophat. The gene expression level was calculated using Cufflinks and the differential gene expression between samples was calculated using Cuffdiff software. The Pearson correlation of the transcriptomes from each sample was calculated using the ‘cor' function with the method ‘pairwise.complete.obs' in the statistical programming language R. Eight hundred and six differentially expressed genes between Ly6C^+^Selp^−^ and Ly6C^−^Selp^+^ ECs were normalized and shown by *Z*-score value. The 806 differentially expressed genes were also normalized and shown by *Z*-score value in the published RNA microarray data (GSE58056)^30^. Gene ontology pathway analysis was performed using David software.

### LTβR agonist treatment and LTβR blockade

For LTβR agonist treatment, the mice were treated with LTβR agonistic antibody (clone 9B10) or a control antibody intraperitoneally twice with an interval of 5 days between treatments (150 μg per mouse each time). Five days after the last treatment, the thymic ECs were prepared and analysed by flow cytometry. For LTβR blockade, WT mice were treated intraperitoneally with LTβR-hIgG or hIgG (150 μg per mouse) once a week for 4 weeks, and then the thymic ECs were prepared and analysed by flow cytometry.

### DC depletion

CD11c-DTR bone marrow chimeras were generated as described above. For systemic DC depletion, 6 weeks after bone marrow transfer, the chimeric mice were given DT (Sigma) intraperitoneally at a dose of 6 ng g^−1^ body weight every 2 days for 4 weeks.

### Thymic regeneration

Mice were given SL-TBI (550 rad) with no haematopoietic rescue. All TBI experiments were performed using a Co-60 γ-irradiation source.

### Statistical analysis

The statistical significance of the differences between sets of data was assessed by a two-tailed unpaired Student's *t*-test unless stated otherwise. The results are expressed as the mean±s.e.m. Differences with a *P* value<0.05 are marked with asterisks. NS, no significant; *P<0.05; **P<0.01; ***P<0.001.

### Data availability

RNA-seq data set was deposited in gene expression omnibus, with an accession number of GSE83114, which is available via the repository's data access request procedures. All other data are available within the article (as figure source data or Supplementary Information files) or from the authors upon a reasonable request.

## Additional information

**How to cite this article:** Shi, Y. *et al*. LTβR controls thymic portal endothelial cells for haematopoietic progenitor cell homing and T-cell regeneration. *Nat. Commun.* 7:12369 doi: 10.1038/ncomms12369 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-12 and Supplementary Tables 1-5

## Figures and Tables

**Figure 1:**
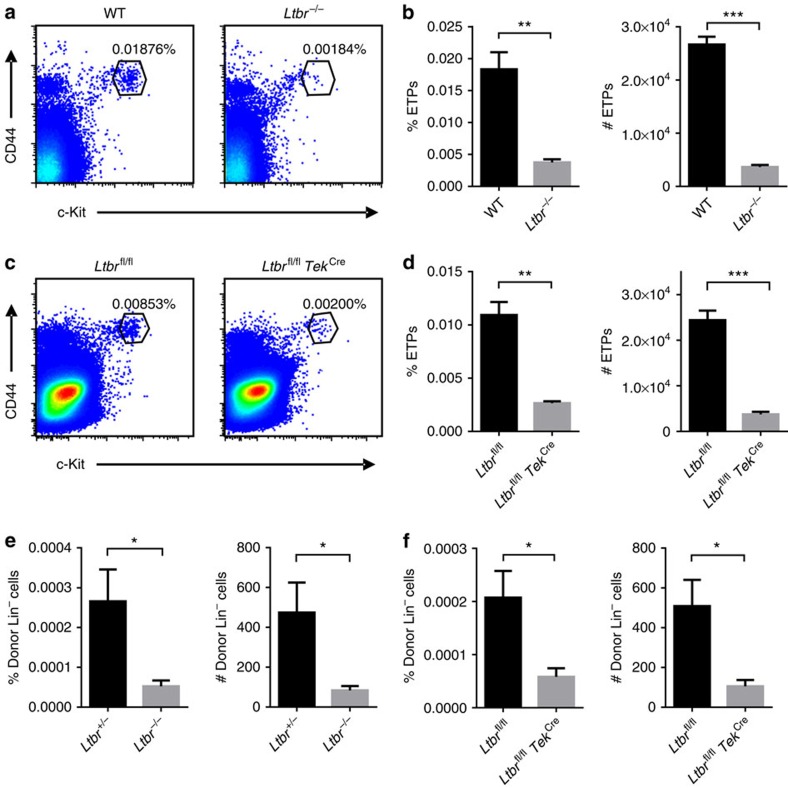
Endothelial LTβR is required for thymic progenitor cell homing. (**a**,**b**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in *Ltbr*^−/−^ and control mice. (**a**) Representative dot plots are shown, gated on Lin^−^CD25^−^ thymic cells (the same below). (**b**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**c**,**d**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in *Ltbr*^fl/fl^ *Tek*^Cre^ and control mice. (**c**) Representative dot plots are shown. (**d**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**e**,**f**) Short-term thymic homing assay in *Ltbr*^−/−^ (**e**), *Ltbr*^fl/fl^ *Tek*^Cre^ (**f**) and littermate control mice. The frequency (**e**) and number (**f**) of donor-derived lineage-negative cells among total thymocytes were analysed by flow cytometry. The data are representative of at least two independent experiments with three or more mice per group in each experiment. Error bars represent s.e.m. Asterisks mark statistically significant difference (*P<0.05, **P<0.01 and ***P<0.001 determined by two-tailed unpaired Student's *t*-test).

**Figure 2:**
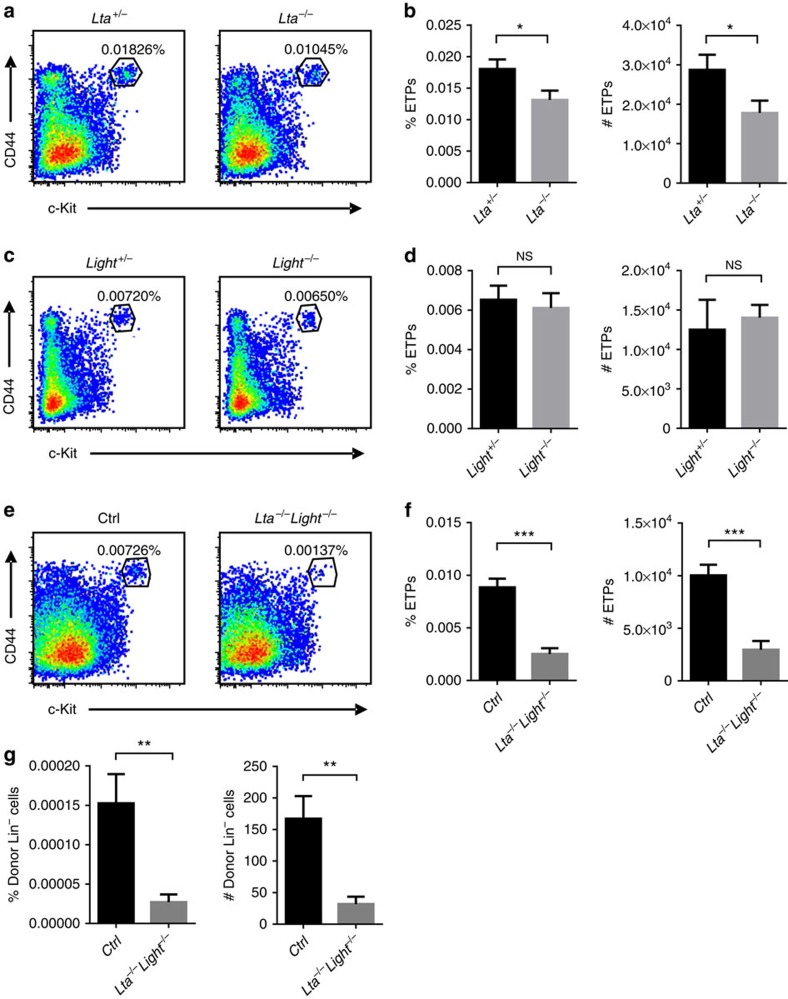
LT and LIGHT coordinate to control thymic ETP population and progenitor homing. (**a**,**b**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in *Lta*^*+/*−^ and *Lta*^−*/*−^ mice. (**a**) Representative dot plots are shown. (**b**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**c**,**d**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in *Light*^*+/*−^ and *Light*^−*/*−^mice. (**c**) Representative dot plots are shown. (**d**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**e**,**f**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in *Lta*^−*/*−^ *Light*^−*/*−^ and littermate control mice. (**e**) Representative dot plots are shown. (**f**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**g**) Short-term thymic homing assay in *Lta*^−*/*−^ *Light*^−*/*−^ and littermate control mice. The frequency and number of donor-derived lineage-negative cells among total thymocytes were analysed by flow cytometry. The data are representative of at least two independent experiments with three or more mice per group in each experiment. Error bars represent s.e.m. Asterisks mark statistically significant difference (*P<0.05, **P<0.01 and ***P<0.001 determined by two-tailed unpaired Student's *t*-test).

**Figure 3:**
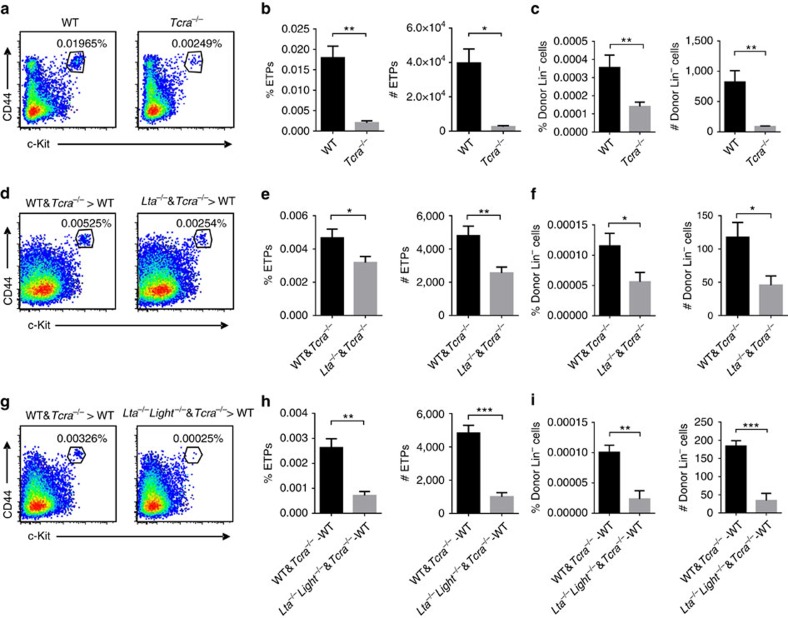
T cells deliver LTβR signalling to control thymic ETP population and progenitor homing. (**a**,**b**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in WT and *Tcra*^−*/*−^ mice. (**a**) Representative dot plots are shown. (**b**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**c**) Short-term thymic homing assay in WT and *Tcra*^−*/*−^ mice. The frequency and number of donor-derived lineage-negative cells among total thymocytes were analysed by flow cytometry. (**d**,**e**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in WT and *Tcra*^−*/*−^, and *Lta*^−*/*−^ and *Tcra*^−*/*−^ mixed bone marrow chimeric mice. (**d**) Representative dot plots are shown. (**e**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**f**) Short-term thymic homing assay in WT and *Tcra*^−*/*−^, and *Lta*^−*/*−^ and *Tcra*^−*/*−^ mixed bone marrow chimeric mice. The frequency and number of donor-derived lineage-negative cells among total thymocytes were analysed by flow cytometry. (**g**,**h**) Flow cytometric analysis of ETPs (Lin^−^CD25^−^CD44^+^c-Kit^+^) in WT and *Tcra*^−*/*−^, and *Lta*^−*/*−^*Light*^−*/*−^ and *Tcra*^−*/*−^ mixed bone marrow chimeric mice. (**g**) Representative dot plots are shown. (**h**) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. (**i**) Short-term thymic homing assay in WT and *Tcra*^−*/*−^, and *Lta*^−*/*−^*Light*^−*/*−^ and *Tcra*^−*/*−^ mixed bone marrow chimeric mice. The frequency and number of donor-derived lineage-negative cells among total thymocytes were analysed by flow cytometry. The data are representative of at least two independent experiments with three or more mice per group in each experiment. Error bars represent s.e.m. Asterisks mark statistically significant difference (*P<0.05, **P<0.01 and ***P<0.001 determined by two-tailed unpaired Student's *t*-test).

**Figure 4:**
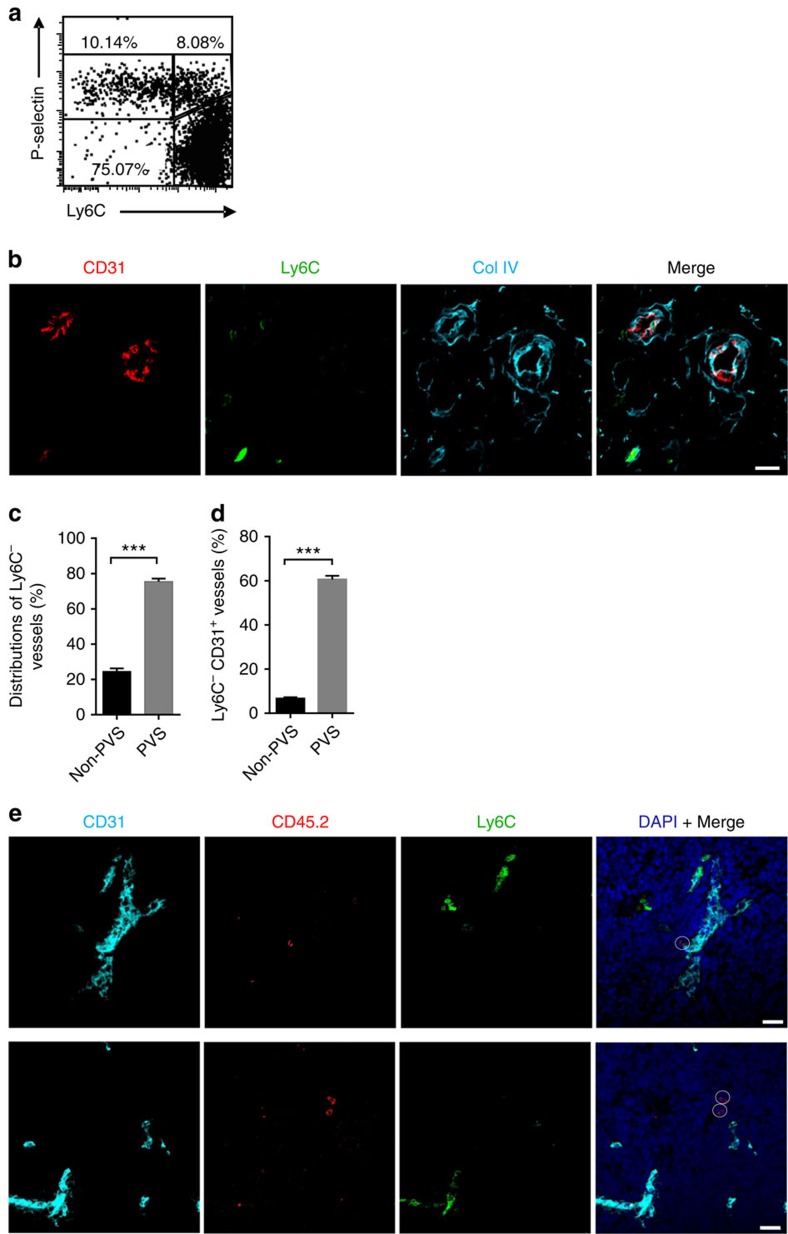
Ly6C^−^Selp^+^ thymic ECs are the specialized population associated with perivascular spaces and immigrating progenitor cells. (**a**) Flow cytometric analysis of P-selectin and Ly6C expression on thymic ECs from WT mice, gated on the CD45^−^EpCAM^−^CD31^+^ cell population, as shown in Supplementary Fig. 7a. (**b**) Immunofluorescence analysis of Ly6C (green) expression on CD31^+^ (red) thymic ECs associated with perivascular spaces, which were defined with double-basement membrane staining of collagen IV (cyan). Scale bars, 20 μm. (**c**) Statistical analysis of the distribution of Ly6C^−^CD31^+^ thymic ECs in PVS and non-PVS areas. (**d**) Statistical analysis of the percentages of PVS or non-PVS associated with Ly6C^−^CD31^+^ thymic ECs. (**e**) Representative images showing the location of thymic seeding progenitor cells (CD45.2^+^, circled red) closer to Ly6C^−^ vessels. Scale bars, 20 μm. The data are representatives of at least three independent experiments (**a**,**b**,**e**); for statistical analysis (**c**,**d**), >40 fields (× 100) containing at least six non-PVS- or PVS-associated vessels from six WT mice were included for analysis. Error bars represent s.e.m. Asterisks mark statistically significant difference (***P<0.001 determined by two-tailed unpaired Student's *t*-test).

**Figure 5:**
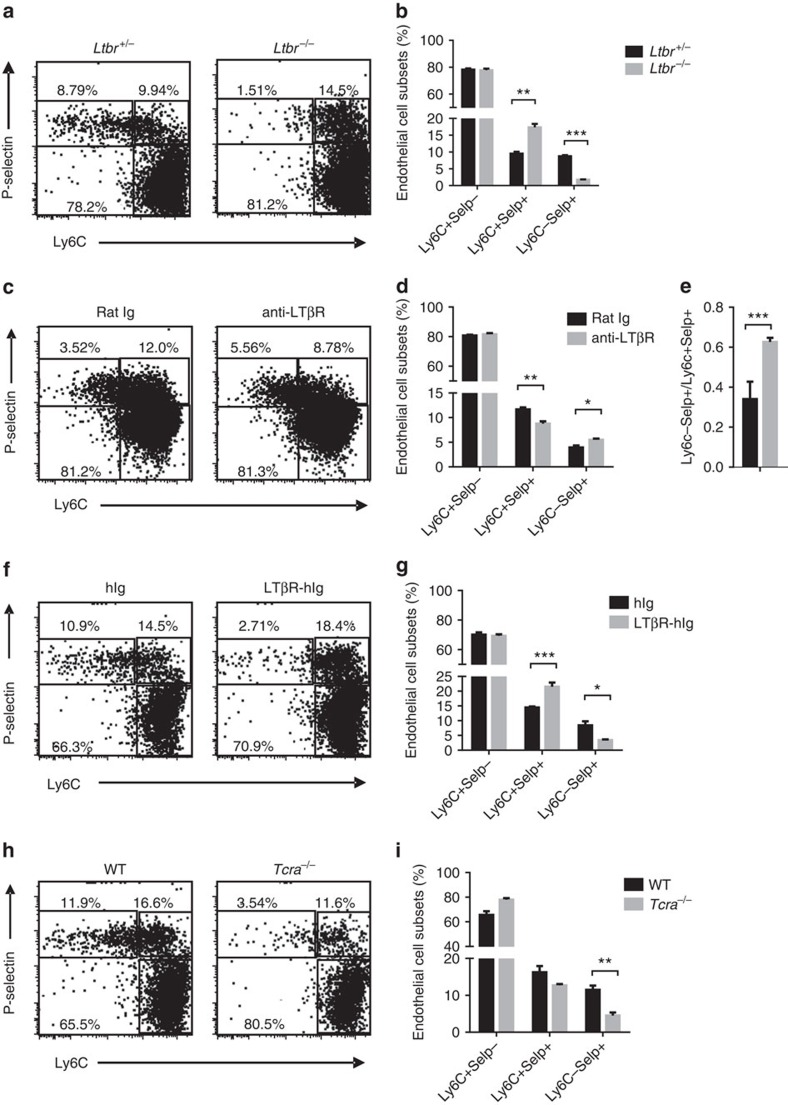
LTβR signalling and T cells are required for the development and homeostasis of Ly6C^−^Selp^+^ thymic ECs. (**a**,**b**) Flow cytometric analysis of the thymic EC subsets in *Ltbr*^−/−^ and littermate control mice. The ECs were gated on the CD45^−^EpCAM^−^CD31^+^ population, as shown in Supplementary Fig. 7a. (**a**) Representative dot plots are shown. (**b**) The graph displays the statistical analysis of the frequency of each endothelial subset. (**c**–**e**) Six-day-old neonatal WT mice were treated with LTβR agonistic antibody (clone 9B10) or control antibody twice with an interval of 5 days between treatments; the thymic EC subsets were analysed by flow cytometry. (**c**) Representative dot plots are shown. The graph displays the statistical analysis of the frequency of each endothelial subset (**d**) and the ratio of Ly6C^−^Selp^+^ and Ly6C^−^Selp^+^ thymic ECs (**e**). (**f**,**g**) Adult WT mice (4–6 weeks old) were treated with LTβR-hIgG or hIgG once a week for 4 weeks; the thymic EC subsets were analysed by flow cytometry. (**f**) Representative dot plots are shown. (**g**) The graph displays the statistical analysis of the frequency of each endothelial subset. (**h**,**i**) Flow cytometric analysis of the thymic EC subsets in WT and *Tcra*^−/−^ mice. The thymic ECs were gated on the CD45^−^EpCAM^−^CD31^+^ population. (**h**) Representative dot plots are shown. (**i**) The graph displays the statistical analysis of the frequency of each endothelial subset. The data are representative of at least two independent experiments with three or more mice per group in each experiment. Error bars represent s.e.m. Asterisks mark statistically significant difference (*P<0.05, **P<0.01 and ***P<0.001 determined by two-tailed unpaired Student's *t*-test).

**Figure 6:**
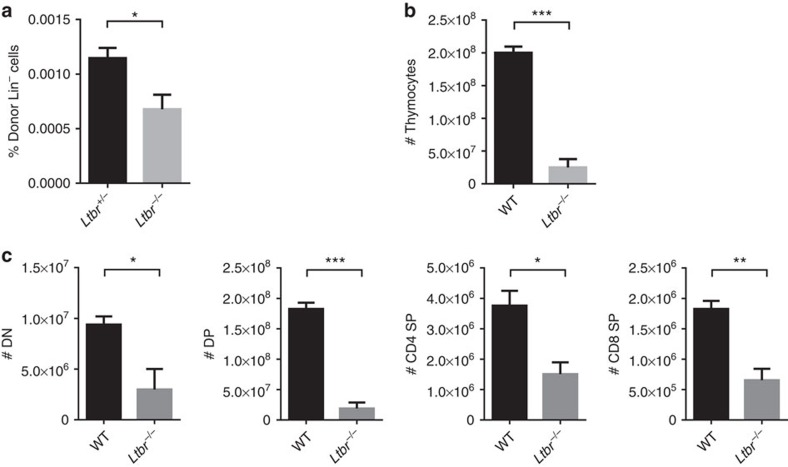
LTβR is required for thymic regeneration upon injury. (**a**) Short-term thymic homing assay in WT and *Ltbr*^−/−^ mice on SL-TBI. The frequency of donor-derived lineage-negative cells was analysed by flow cytometry. (**b**) The total thymic cellularity of WT and *Ltbr*^−/−^ mice 4 weeks after thymic injury induced by SL-TBI. (**c**) The number of developing thymocyte subsets in WT and *Ltbr*^−/−^ mice 4 weeks after thymic injury induced by SL-TBI. The data are representative of at least two independent experiments with three or more mice per group in each experiment. Error bars represent s.e.m. Asterisks mark statistically significant difference (*P<0.05, **P<0.01 and ***P<0.001 determined by two-tailed unpaired Student's *t*-test).

## References

[b1] PeaudecerfL. . Thymocytes may persist and differentiate without any input from bone marrow progenitors. J. Exp. Med. 209, 1401–1408 (2012).2277838810.1084/jem.20120845PMC3420331

[b2] MartinsV. C. . Thymus-autonomous T cell development in the absence of progenitor import. J. Exp. Med. 209, 1409–1417 (2012).2277838910.1084/jem.20120846PMC3420332

[b3] MartinsV. C. . Cell competition is a tumour suppressor mechanism in the thymus. Nature 509, 465–470 (2014).2482804110.1038/nature13317

[b4] PenitC. & EzineS. Cell proliferation and thymocyte subset reconstitution in sublethally irradiated mice: compared kinetics of endogenous and intrathymically transferred progenitors. Proc. Natl Acad. Sci. USA 86, 5547–5551 (1989).250179010.1073/pnas.86.14.5547PMC297660

[b5] ZlotoffD. A. . Delivery of progenitors to the thymus limits T-lineage reconstitution after bone marrow transplantation. Blood 118, 1962–1970 (2011).2165954010.1182/blood-2010-12-324954PMC3158723

[b6] ChenB. J., CuiX., SempowskiG. D., DomenJ. & ChaoN. J. Hematopoietic stem cell dose correlates with the speed of immune reconstitution after stem cell transplantation. Blood 103, 4344–4352 (2004).1497603810.1182/blood-2003-07-2534

[b7] ZhangS. L. . Chemokine treatment rescues profound T-lineage progenitor homing defect after bone marrow transplant conditioning in mice. Blood 124, 296–304 (2014).2487656210.1182/blood-2014-01-552794PMC4093685

[b8] ItoT. & HoshinoT. Light and electron microscopic observations on the vascular pattern of the thymus of the mouse. Arch. Histol. Jap. 27, 351–361 (1966).600850310.1679/aohc1950.27.351

[b9] BearmanR. M., BenschK. G. & LevineG. D. The normal human thymic vasculature: an ultrastructural study. Anat. Rec. 183, 485–497 (1975).120040610.1002/ar.1091830402

[b10] LindE. F., ProckopS. E., PorrittH. E. & PetrieH. T. Mapping precursor movement through the postnatal thymus reveals specific microenvironments supporting defined stages of early lymphoid development. J. Exp. Med. 194, 127–134 (2001).1145788710.1084/jem.194.2.127PMC2193450

[b11] MoriK., ItoiM., TsukamotoN., KuboH. & AmagaiT. The perivascular space as a path of hematopoietic progenitor cells and mature T cells between the blood circulation and the thymic parenchyma. Int. Immunol. 19, 745–753 (2007).1749396110.1093/intimm/dxm041

[b12] ZhangS. L. & BhandoolaA. Trafficking to the thymus. Curr. Top. Microbiol. Immunol. 373, 87–111 (2014).2362494510.1007/82_2013_324

[b13] ZlotoffD. A. . CCR7 and CCR9 together recruit hematopoietic progenitors to the adult thymus. Blood 115, 1897–1905 (2010).1996565510.1182/blood-2009-08-237784PMC2837318

[b14] KruegerA., WillenzonS., LyszkiewiczM., KremmerE. & ForsterR. CC chemokine receptor 7 and 9 double-deficient hematopoietic progenitors are severely impaired in seeding the adult thymus. Blood 115, 1906–1912 (2010).2004075710.1182/blood-2009-07-235721

[b15] ScimoneM. L., AifantisI., ApostolouI., von BoehmerH. & von AndrianU. H. A multistep adhesion cascade for lymphoid progenitor cell homing to the thymus. Proc. Natl Acad. Sci. USA 103, 7006–7011 (2006).1664109610.1073/pnas.0602024103PMC1459009

[b16] RossiF. M. . Recruitment of adult thymic progenitors is regulated by P-selectin and its ligand PSGL-1. Nat. Immunol. 6, 626–634 (2005).1588011210.1038/ni1203

[b17] BrowningJ. L. . Lymphotoxin-beta receptor signaling is required for the homeostatic control of HEV differentiation and function. Immunity 23, 539–550 (2005).1628602110.1016/j.immuni.2005.10.002

[b18] OnderL. . Endothelial cell-specific lymphotoxin-beta receptor signaling is critical for lymph node and high endothelial venule formation. J. Exp. Med. 210, 465–473 (2013).2342087710.1084/jem.20121462PMC3600902

[b19] LuT. T. & BrowningJ. L. Role of the lymphotoxin/light system in the development and maintenance of reticular networks and vasculature in lymphoid tissues. Front. Immunol. 5, 47 (2014).2457509610.3389/fimmu.2014.00047PMC3920476

[b20] ZhuM., YangY., WangY., WangZ. & FuY. X. LIGHT regulates inflamed draining lymph node hypertrophy. J. Immunol. 186, 7156–7163 (2011).2157203010.4049/jimmunol.1002097PMC3110546

[b21] ZhuM. & FuY. X. The role of core TNF/LIGHT family members in lymph node homeostasis and remodelling. Immunol. Rev. 244, 75–84 (2011).2201743210.1111/j.1600-065X.2011.01061.x

[b22] MoussionC. & GirardJ. P. Dendritic cells control lymphocyte entry to lymph nodes through high endothelial venules. Nature 479, 542–546 (2011).2208095310.1038/nature10540

[b23] GossensK. . Thymic progenitor homing and lymphocyte homeostasis are linked via S1P-controlled expression of thymic P-selectin/CCL25. J. Exp. Med. 206, 761–778 (2009).1928957610.1084/jem.20082502PMC2715120

[b24] BabaT., NakamotoY. & MukaidaN. Crucial contribution of thymic Sirp alpha+ conventional dendritic cells to central tolerance against blood-borne antigens in a CCR2-dependent manner. J. Immunol. 183, 3053–3063 (2009).1967515910.4049/jimmunol.0900438

[b25] AngeliV. . B cell-driven lymphangiogenesis in inflamed lymph nodes enhances dendritic cell mobilization. Immunity 24, 203–215 (2006).1647383210.1016/j.immuni.2006.01.003

[b26] KumarV. . Global lymphoid tissue remodeling during a viral infection is orchestrated by a B cell-lymphotoxin-dependent pathway. Blood 115, 4725–4733 (2010).2018558510.1182/blood-2009-10-250118

[b27] VicenteR., AdjaliO., JacquetC., ZimmermannV. S. & TaylorN. Intrathymic transplantation of bone marrow-derived progenitors provides long-term thymopoiesis. Blood 115, 1913–1920 (2010).2004076210.1182/blood-2009-06-229724PMC2837328

[b28] de BarrosS. C. . Intrathymic progenitor cell transplantation across histocompatibility barriers results in the persistence of early thymic progenitors and T-cell differentiation. Blood 121, 2144–2153 (2013).2330574010.1182/blood-2012-08-447417PMC3596972

[b29] ZachariahM. A. & CysterJ. G. Neural crest-derived pericytes promote egress of mature thymocytes at the corticomedullary junction. Science 328, 1129–1135 (2010).2041345510.1126/science.1188222PMC3107339

[b30] LeeM. . Transcriptional programs of lymphoid tissue capillary and high endothelium reveal control mechanisms for lymphocyte homing. Nat. Immunol. 15, 982–995 (2014).2517334510.1038/ni.2983PMC4222088

[b31] LynchH. E. . Thymic involution and immune reconstitution. Trends Immunol. 30, 366–373 (2009).1954080710.1016/j.it.2009.04.003PMC2750859

[b32] OrtolanE. . CD157 plays a pivotal role in neutrophil transendothelial migration. Blood 108, 4214–4222 (2006).1691700710.1182/blood-2006-04-017160

[b33] BeckerS. . Overexpression of CD97 in intestinal epithelial cells of transgenic mice attenuates colitis by strengthening adherens junctions. Plos ONE 5, e8507 (2010).2008428110.1371/journal.pone.0008507PMC2801611

[b34] BaekkevoldE. S. . The CCR7 ligand elc (CCL19) is transcytosed in high endothelial venules and mediates T cell recruitment. J. Exp. Med. 193, 1105–1112 (2001).1134259510.1084/jem.193.9.1105PMC2193428

[b35] BaiZ. . Constitutive lymphocyte transmigration across the basal lamina of high endothelial venules is regulated by the autotaxin/lysophosphatidic acid axis. J. Immunol. 190, 2036–2048 (2013).2336507610.4049/jimmunol.1202025

[b36] KandaH. . Autotaxin, an ectoenzyme that produces lysophosphatidic acid, promotes the entry of lymphocytes into secondary lymphoid organs. Nat. Immunol. 9, 415–423 (2008).1832726110.1038/ni1573PMC2783613

[b37] DejardinE. . The lymphotoxin-beta receptor induces different patterns of gene expression via two NF-kappaB pathways. Immunity 17, 525–535 (2002).1238774510.1016/s1074-7613(02)00423-5

[b38] MebiusR. E. Organogenesis of lymphoid tissues. Nat. Rev. Immunol. 3, 292–303 (2003).1266902010.1038/nri1054

[b39] CysterJ. G. Settling the thymus: immigration requirements. J. Exp. Med. 206, 731–734 (2009).1934946010.1084/jem.20090458PMC2715109

[b40] HaleJ. S. & FinkP. J. Back to the thymus: peripheral T cells come home. Immunol. Cell Biol. 87, 58–64 (2009).1903001610.1038/icb.2008.87PMC2679673

[b41] VenanziE. S., GrayD. H., BenoistC. & MathisD. Lymphotoxin pathway and Aire influences on thymic medullary epithelial cells are unconnected. J. Immunol. 179, 5693–5700 (2007).1794764110.4049/jimmunol.179.9.5693

[b42] LiuC. . Coordination between CCR7- and CCR9-mediated chemokine signals in prevascular fetal thymus colonization. Blood 108, 2531–2539 (2006).1680960910.1182/blood-2006-05-024190

[b43] LiuC. . The role of CCL21 in recruitment of T-precursor cells to fetal thymi. Blood 105, 31–39 (2005).1535861810.1182/blood-2004-04-1369

[b44] StimamiglioM. A. . EphB2-mediated interactions are essential for proper migration of T cell progenitors during fetal thymus colonization. J. Leukoc. Biol. 88, 483–494 (2010).2050494710.1189/jlb.0210079

[b45] ZhuM., ChinR. K., TumanovA. V., LiuX. & FuY. X. Lymphotoxin beta receptor is required for the migration and selection of autoreactive T cells in thymic medulla. J. Immunol. 179, 8069–8075 (2007).1805634710.4049/jimmunol.179.12.8069

[b46] SeachN. . The lymphotoxin pathway regulates Aire-independent expression of ectopic genes and chemokines in thymic stromal cells. J. Immunol. 180, 5384–5392 (2008).1839072010.4049/jimmunol.180.8.5384PMC2760078

[b47] GruverA. L. & SempowskiG. D. Cytokines, leptin, and stress-induced thymic atrophy. J. Leukoc. Biol. 84, 915–923 (2008).1849578610.1189/jlb.0108025PMC2538595

[b48] VelardiE., DudakovJ. A. & van den BrinkM. R. Clinical strategies to enhance thymic recovery after allogeneic hematopoietic stem cell transplantation. Immunol. Lett. 155, 31–35 (2013).2412099610.1016/j.imlet.2013.09.016PMC3871183

[b49] AwongG., LaMotte-MohsR. & Zuniga-PfluckerJ. C. Key players for T-cell regeneration. Curr. Opin. Hematol. 17, 327–332 (2010).2057139510.1097/MOH.0b013e3283395133

[b50] SeachN., LaytonD., LimJ., ChidgeyA. & BoydR. Thymic generation and regeneration: a new paradigm for establishing clinical tolerance of stem cell-based therapies. Curr. Opin. Biotechnol. 18, 441–447 (2007).1770256410.1016/j.copbio.2007.07.001

[b51] TakadaK., OhigashiI., KasaiM., NakaseH. & TakahamaY. Development and function of cortical thymic epithelial cells. Curr. Top. Microbiol. Immunol. 373, 1–17 (2014).2361298910.1007/82_2013_322

[b52] PetrieH. T. & Zuniga-PfluckerJ. C. Zoned out: functional mapping of stromal signaling microenvironments in the thymus. Annu. Rev. Immunol. 25, 649–679 (2007).1729118710.1146/annurev.immunol.23.021704.115715

[b53] AkiyamaT., ShinzawaM. & AkiyamaN. TNF receptor family signaling in the development and functions of medullary thymic epithelial cells. Front. Immunol. 3, 278 (2012).2296977010.3389/fimmu.2012.00278PMC3432834

[b54] ZhuM., BrownN. K. & FuY. X. Direct and indirect roles of the LTbetaR pathway in central tolerance induction. Trends Immunol. 31, 325–331 (2010).2067519110.1016/j.it.2010.06.005PMC2933296

[b55] LoveP. E. & BhandoolaA. Signal integration and crosstalk during thymocyte migration and emigration. Nat. Rev. Immunol. 11, 469–477 (2011).2170152210.1038/nri2989PMC3710714

[b56] BonasioR. . Clonal deletion of thymocytes by circulating dendritic cells homing to the thymus. Nat. Immunol. 7, 1092–1100 (2006).1695168710.1038/ni1385

[b57] HadeibaH. . Plasmacytoid dendritic cells transport peripheral antigens to the thymus to promote central tolerance. Immunity 36, 438–450 (2012).2244463210.1016/j.immuni.2012.01.017PMC3315699

[b58] YamanoT. . Thymic B cells are licensed to present self antigens for central T cell tolerance induction. Immunity 42, 1048–1061 (2015).2607048210.1016/j.immuni.2015.05.013

[b59] ThiaultN. . Peripheral regulatory T lymphocytes recirculating to the thymus suppress the development of their precursors. Nat. Immunol. 16, 628–634 (2015).2593902410.1038/ni.3150

[b60] WangY. . Lymphotoxin beta receptor signaling in intestinal epithelial cells orchestrates innate immune responses against mucosal bacterial infection. Immunity 32, 403–413 (2010).2022669210.1016/j.immuni.2010.02.011PMC2878123

# Supplementary material for: LTβR controls thymic portal endothelial cells for haematopoietic progenitor cell homing and T-cell regeneration
**Source:** Nat Commun. 2016 Aug 5;7:12369. doi: 10.1038/ncomms12369
**Supplement:** Supplementary Information — Supplementary Figures 1-12 and Supplementary Tables 1-5

## Supplementary Figure 1.

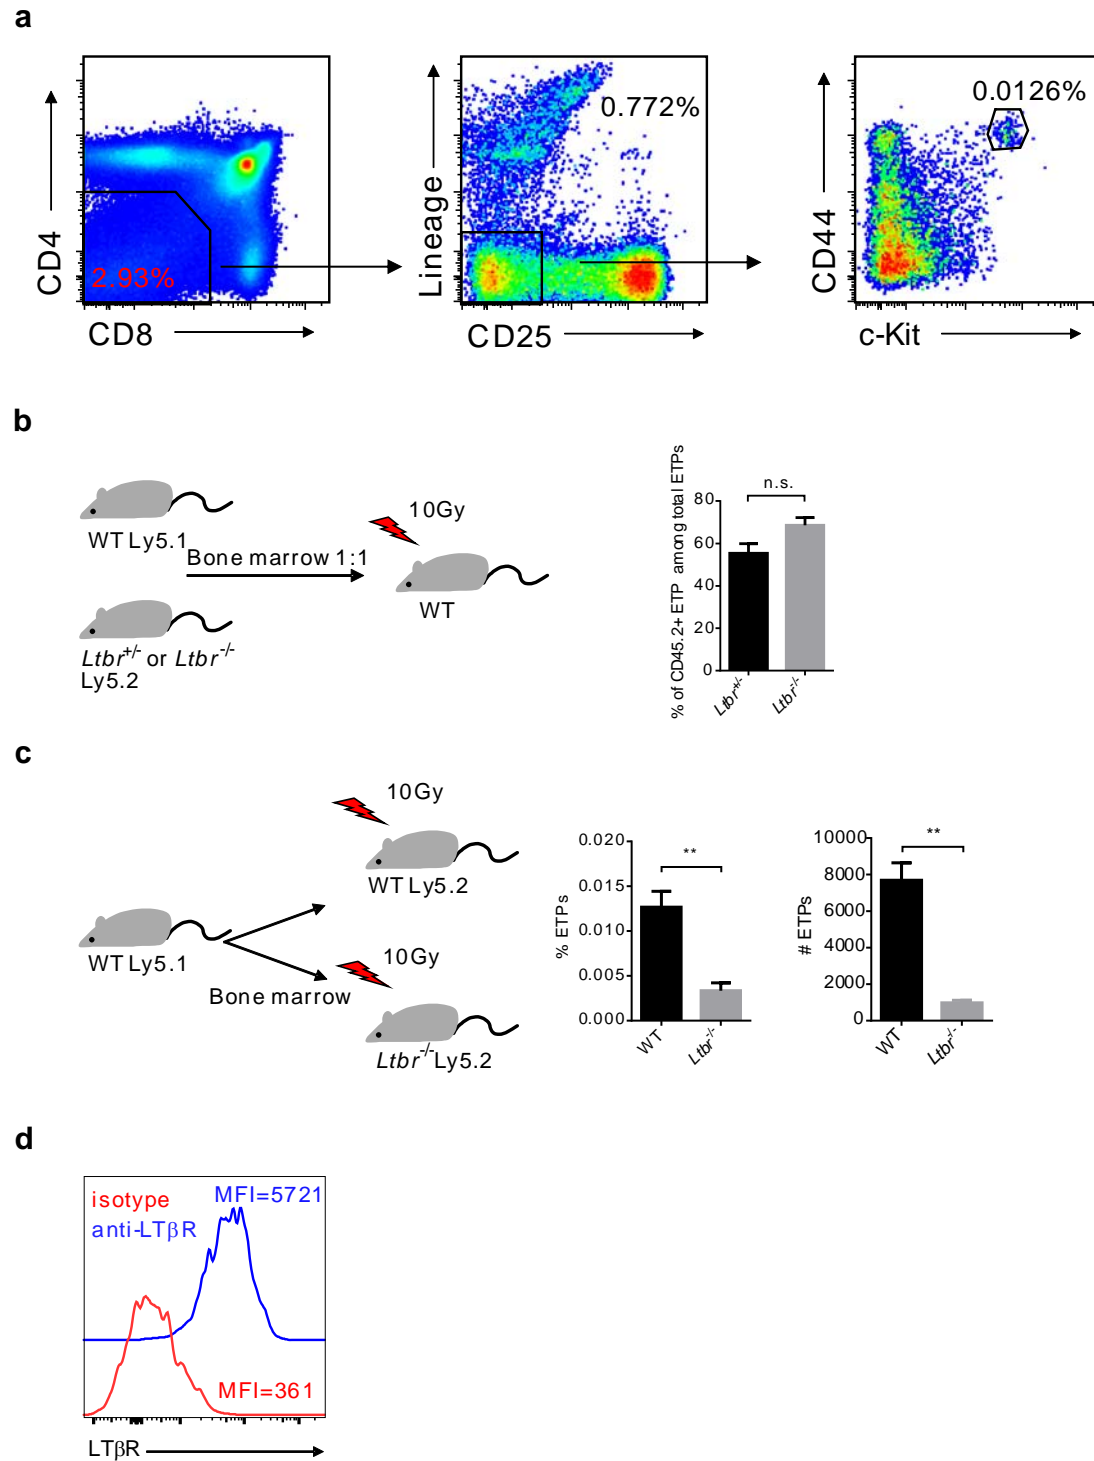

## Supplementary Figure 1. Radioresistant cell derived LT $\beta$ R is required for thymic ETP population.

(a) Gating strategy for the detection of thymic ETPs by flow cytometry. FACS plots show the successive gating strategy after standard forward/side scatter and live/dead

gating. A strict forward angle gate was used to exclude doublets.

**(b)** Mixed bone marrow chimeric mice were generated as depicted. 8 weeks later, flow cytometric analysis shows comparable percentages of ETPs derived from *Ltbr*<sup>+/-</sup> and *Ltbr*<sup>-/-</sup> bone marrow cells. Results are mean  $\pm$  SEM (n=6 or 7).

**(c)** Bone marrow chimeric mice were generated as depicted. 8 weeks later, flow cytometric analysis shows dramatically reduced frequency and number of ETP population in *Ltbr*<sup>-/-</sup> hosts. Results are mean  $\pm$  SEM (n=3).

**(d)** Thymic tissues were digested as described in Methods. Cells were stained for flow cytometric analysis. The expression of LT $\beta$ R on total thymic ECs is shown. Representative of two experiments.

**Supplementary Figure 2.**

**a**

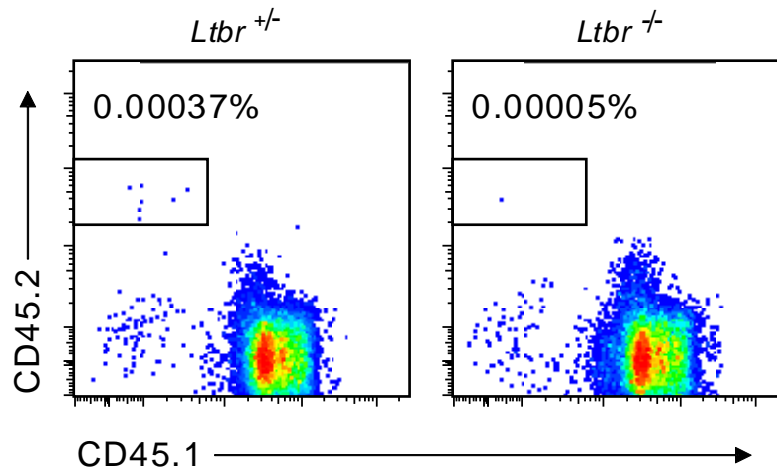

**b**

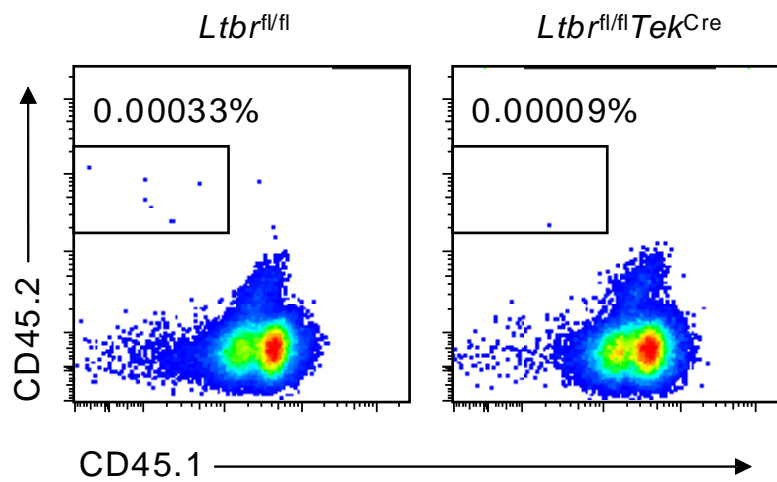

**Supplementary Figure 2. Endothelial LTβR controls thymic progenitor homing.**

(a, b) Short-term thymic homing assay in *Ltbr*<sup>-/-</sup> (a), *Ltbr*<sup>fl/fl</sup> *Tek*<sup>Cre</sup> (b) and littermate control mice. Representative FACS plots are shown. The number indicates the percentage of gated donor-derived Lin<sup>-</sup> cells among total thymocytes.

### Supplementary Figure 3.

**a**

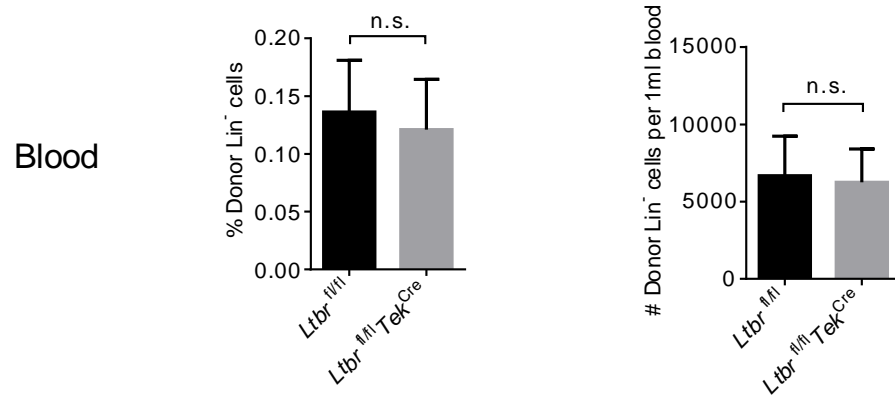

**b**

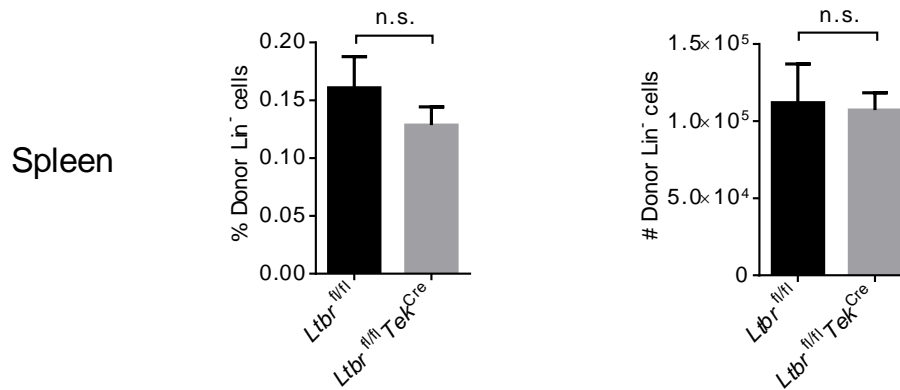

**c**

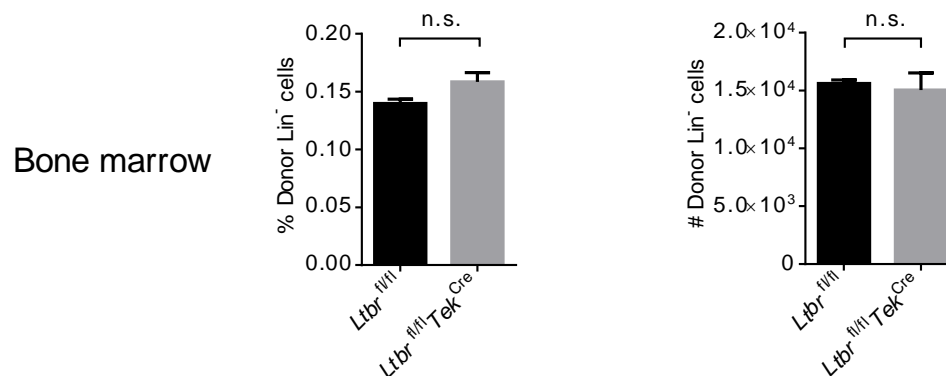

**Supplementary Figure 3. Endothelial L TβR deficiency does not influence HPC distribution in the blood, spleen and bone marrow.**

(a, b, c) Mice of indicated genotypes were injected intravenously with congenically marked bone marrow cells ( $5 \times 10^7$  cells/mouse). Forty-eight hours later, the blood, spleen and bone marrow tissues were collected and cells were stained for flow

cytometric analysis. The percentage and number of donor-derived Lin<sup>+</sup> cells in each organ were calculated. **(a)** Blood; **(b)** Spleen; **(c)** Bone marrow. Graphs display the statistical analysis of the frequency (left) and number (right) of ETPs in total spleen, one tibia and femur bone marrow, and 1ml of blood. Results are mean  $\pm$  SEM (n=3 or 5). Representative of two experiments.

# Supplementary Figure 4.

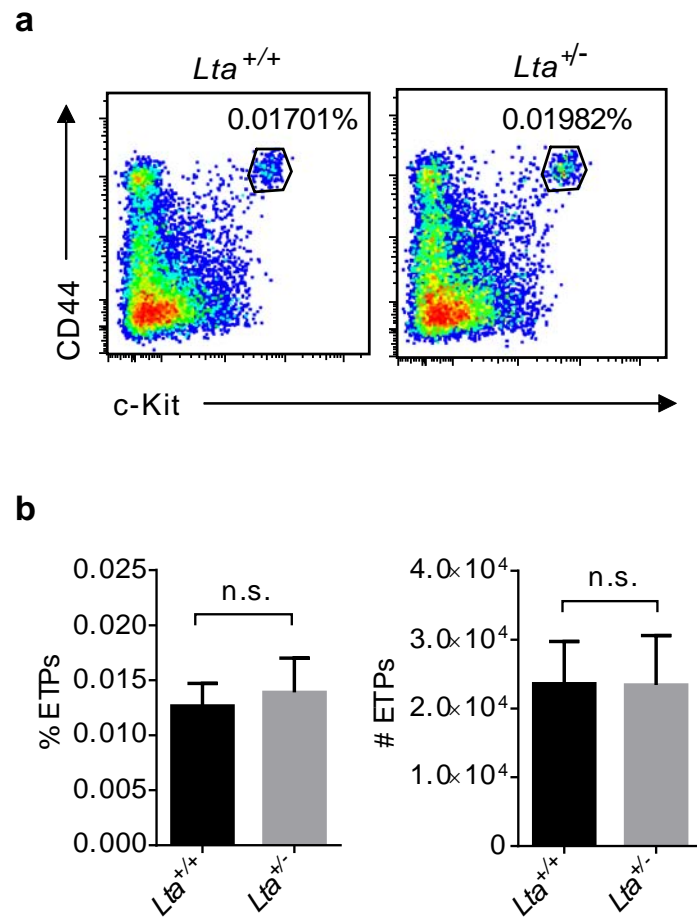

**Supplementary Figure 4. Comparable thymic ETP population in *Lta*<sup>+/+</sup> and *Lta*<sup>+/-</sup> mice.**

(a, b) Flow cytometric analysis of ETPs (Lin<sup>-</sup>CD25<sup>-</sup>CD44<sup>+</sup>c-Kit<sup>+</sup>) in *Lta*<sup>+/+</sup> and *Lta*<sup>+/-</sup> mice. (a) Representative dot plots are shown. (b) The graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes. Results are mean ± SEM (n=7 or 8).

## Supplementary Figure 5.

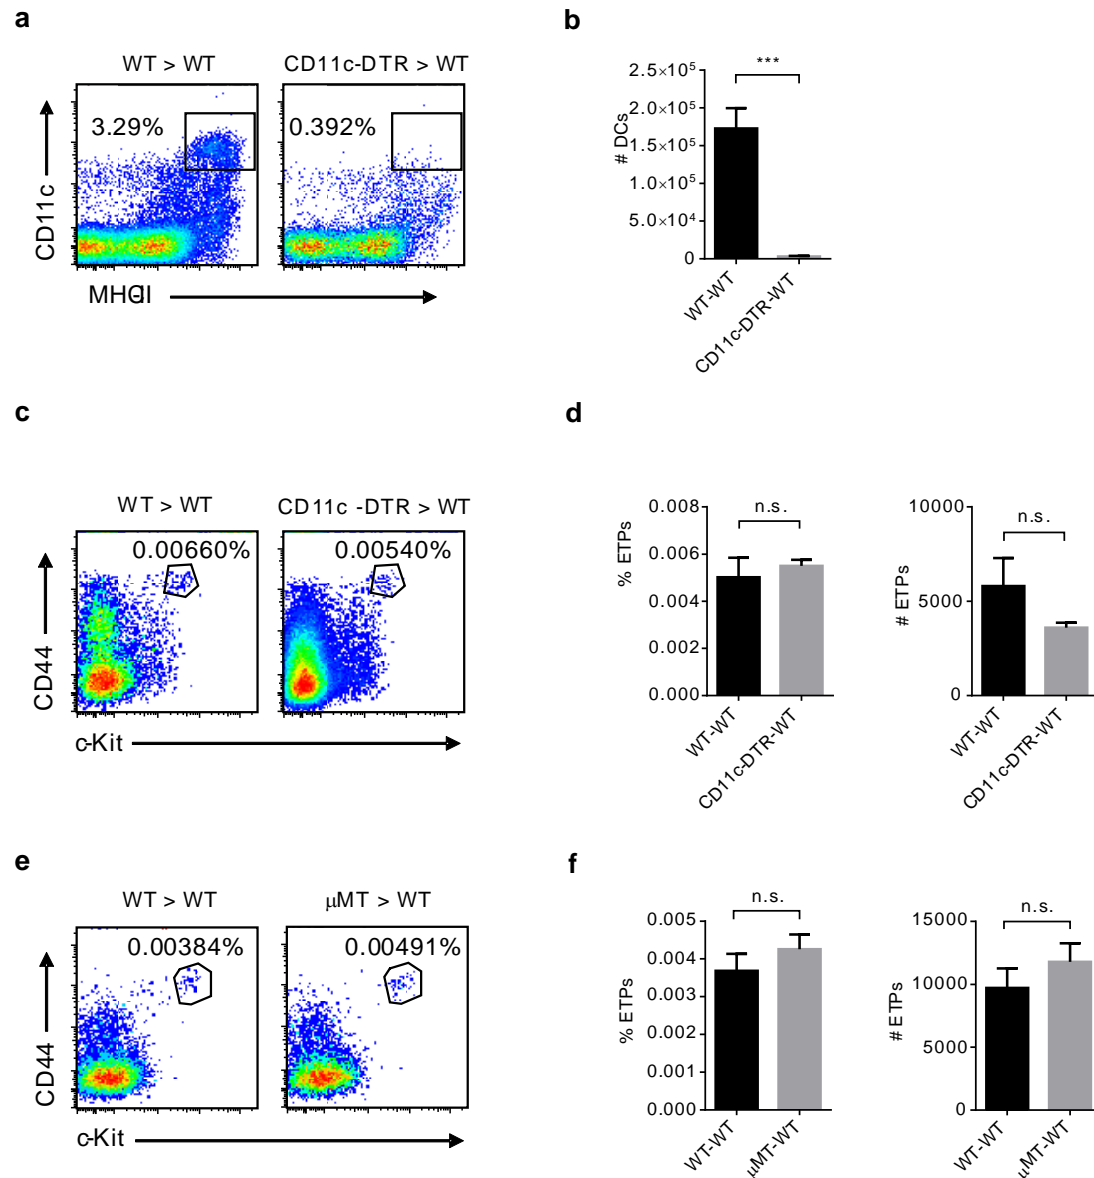

### Supplementary Figure 5. DCs and B cells do not control thymic ETP population.

(a, b) Bone marrow chimeric mice were established in WT mice with WT or CD11c-DTR bone marrow cells. 6 weeks later, mice were treated with diphtheria toxin for 4 weeks. Thymic tissues were digested and cells were stained for flow cytometric analysis. MHC-II<sup>+</sup>CD11c<sup>hi</sup> DCs were analyzed. Representative dot plots are shown (a). Graphs display the statistical analysis of the number of DCs in total thymus (b). Results are mean  $\pm$  SEM (n= 4).

(c, d) Bone marrow chimeric mice were established in WT mice with WT or

CD11c-DTR bone marrow cells. 6 weeks later, mice were treated with diphtheria toxin for 4 weeks before thymic ETP analysis. Representative dot plots are shown (c). Graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes (d). Results are mean  $\pm$  SEM (n=4).

(e, f) Bone marrow chimeric mice were established in WT mice with WT or  $\mu$ MT bone marrow cells. 8 weeks later, flow cytometric analysis of ETPs was performed. Representative dot plots are shown (e). Graphs display the statistical analysis of the frequency and number of ETPs among total thymocytes (f). Results are mean  $\pm$  SEM (n= 3 or 5).

## Supplementary Figure 6.

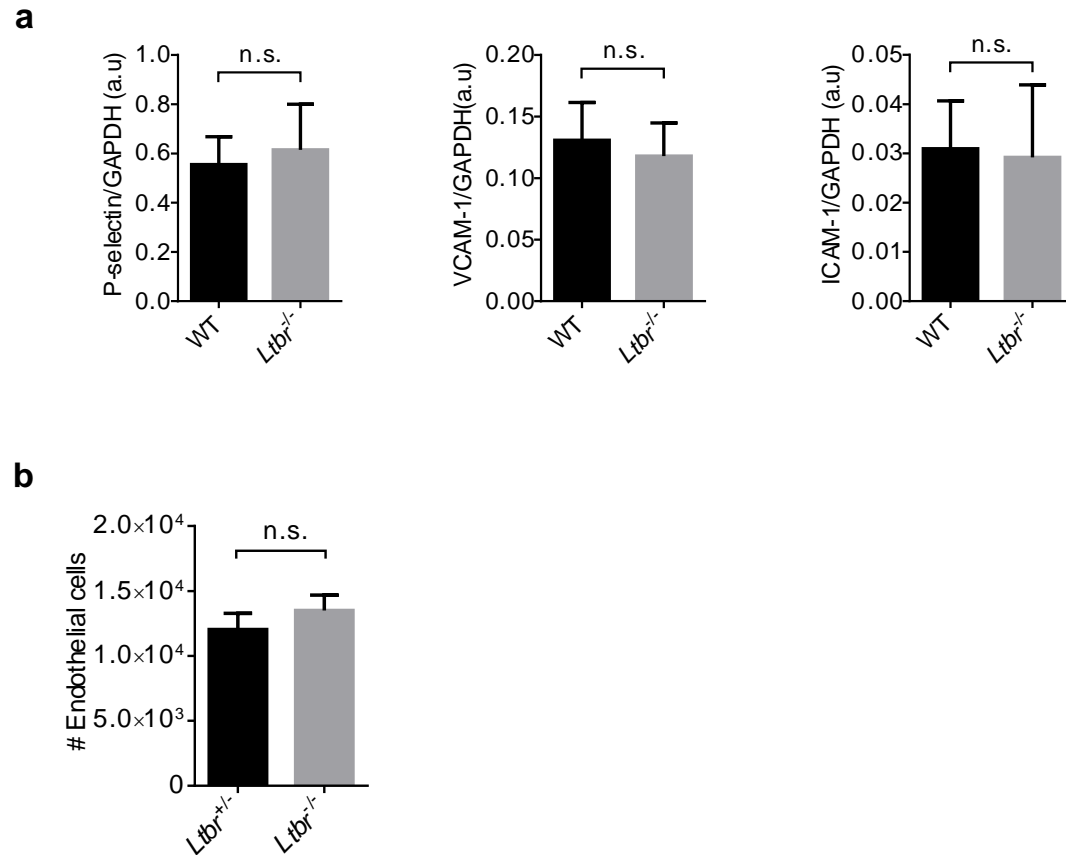

### Supplementary Figure 6. Grossly normal endothelial development and function in $LT\beta R$ deficient mice

(a) Quantitative real-time PCR analysis of the expression level of P-selectin, VCAM-1 and ICAM-1 in thymic endothelial cells from WT and *Ltbr*<sup>-/-</sup> mice. Results are mean  $\pm$  SEM (n=3).

(b) Normal number of thymic endothelial cells in *Ltbr*<sup>-/-</sup> mice. Results are mean  $\pm$  SEM (n=4).

**Supplementary Figure 7.**

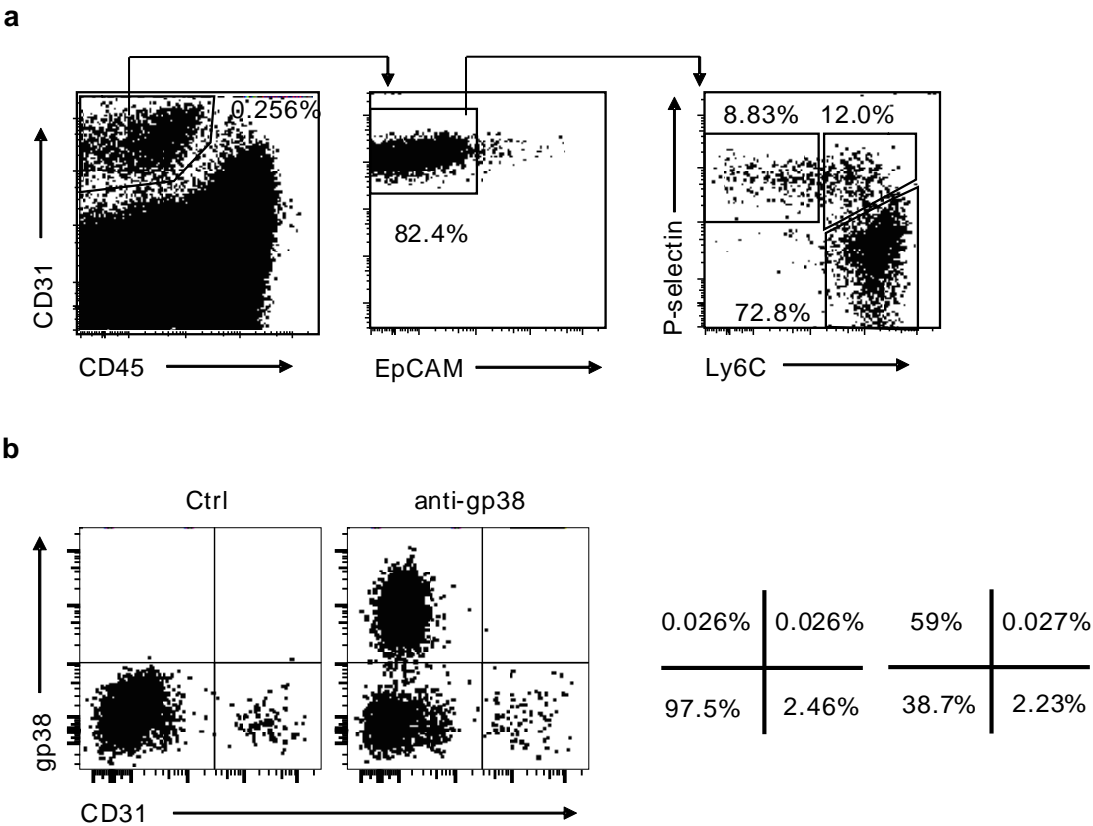

**Supplementary Figure 7. Thymic EC characterization by flow cytometry.**

(a) Gating strategy for the distinction and isolation of  $\text{Ly6C}^+ \text{Sep}^-$ ,  $\text{Ly6C}^+ \text{Selp}^+$ , and  $\text{Ly6C}^- \text{Selp}^+$  thymic EC subsets by flow cytometry. FACS plots show the successive gating strategy after standard forward/side scatter and live/dead gating. A strict forward angle gate was used to exclude doublets.

(b) Thymic tissues were digested as described in Methods. Cells were stained for flow cytometric analysis. The expression of podoplanin (gp38) on  $\text{CD45}^- \text{EpCAM}^-$  thymic stromal cells is shown. Representative of two experiments.

## Supplementary Figure 8.

**a**

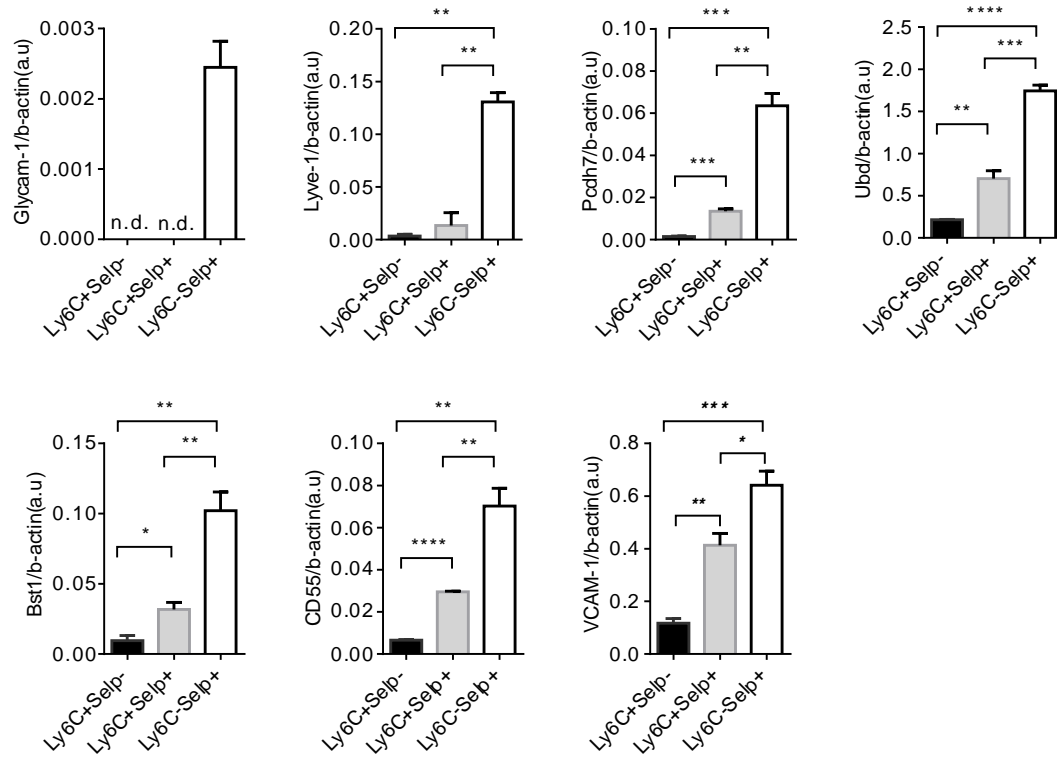

## Supplementary Figure 8. Expression of selected genes in thymic EC subsets.

(a) Quantitative real-time PCR analysis of the expression of selected HEC signature genes in different subsets of thymic ECs. Results are mean  $\pm$  SEM of three independent experiments (n=3).

## Supplementary Figure 9.

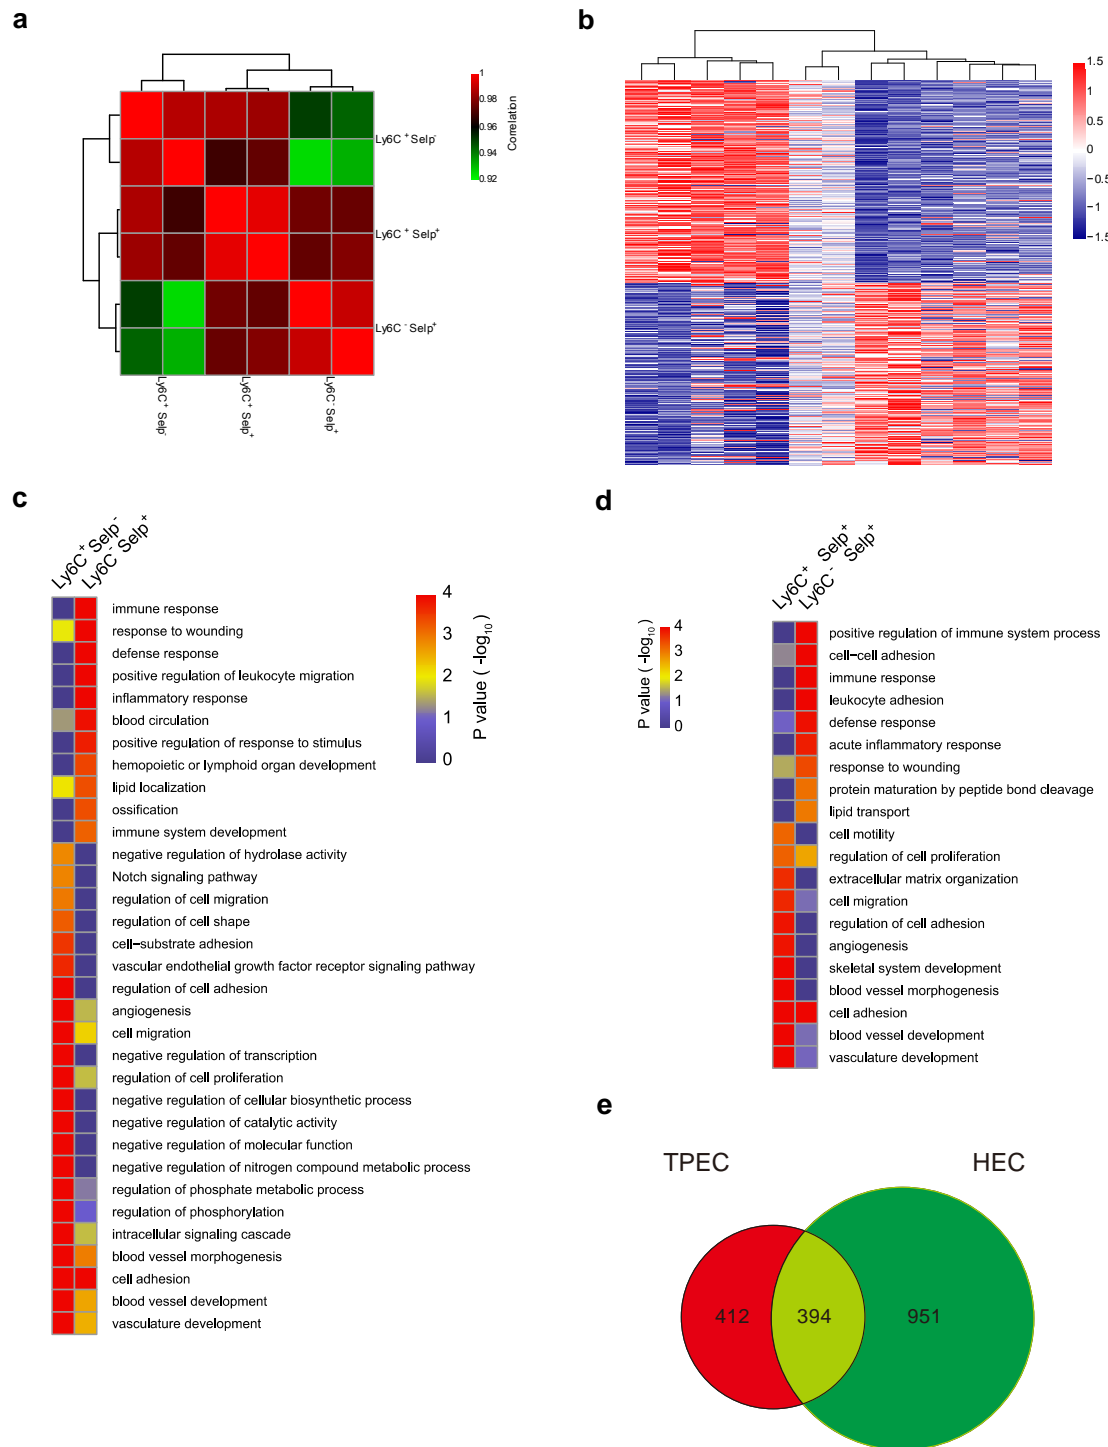

**Supplementary Figure 9.  $\text{Ly6C}^- \text{Selp}^+$  thymic endothelial cells is a specialized population resembled LN HECs.**

**(a)** Unsupervised hierarchical clustering analysis based on the Pearson correlations of transcriptome among samples. 

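Pearson correlations were computed across the 24457 genes on the log2(FPKM + 1) scale, since the scale is not stated. The mean was 0.950 ± 0.011 (SD, n = 4 pairs of samples) between Ly6C+Selp- and Ly6C-Selp+ ECs, 0.963 ± 0.011 (SD, n = 4) between Ly6C+Selp+ and Ly6C-Selp+ ECs and 0.967 ± 0.004 (SD, n = 4) between Ly6C+Selp- and Ly6C+Selp+ ECs. Replicates of 1 subset had a mean of 0.972 ± 0.003 (SD, n = 3 pairs). The correlation of Ly6C+Selp+ ECs with Ly6C-Selp+ ECs was lower than with Ly6C+Selp- ECs by a difference of -0.0043 ± 0.0012 (SD, n = 2 Ly6C+Selp+ samples), which is less than the spread of 0.011 between pairs of Ly6C+Selp+ and Ly6C-Selp+ samples. The closest pair of all was replicate 2 of Ly6C+Selp+ and replicate 2 of Ly6C-Selp+ ECs, with r = 0.977, and replicate 1 of Ly6C-Selp+ ECs was the last to join in a clustering by average linkage, at a mean r of 0.952. On linear FPKM the replicates of each subset joined first, Ly6C+Selp+ joined Ly6C+Selp- ECs at 0.979, and the correlation of Ly6C+Selp- with Ly6C-Selp+ ECs was 0.938. Restricting the genes to those with an FPKM of at least 1 in at least 2 samples moved the values most and took the mean between Ly6C+Selp- and Ly6C-Selp+ ECs to 0.889. Within replicate 1, Ly6C+Selp- and Ly6C-Selp+ ECs correlated at 0.950, and within replicate 2 at 0.958. Genes are not independent replicates, and no p is given for these correlations.

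**Figure D4:**
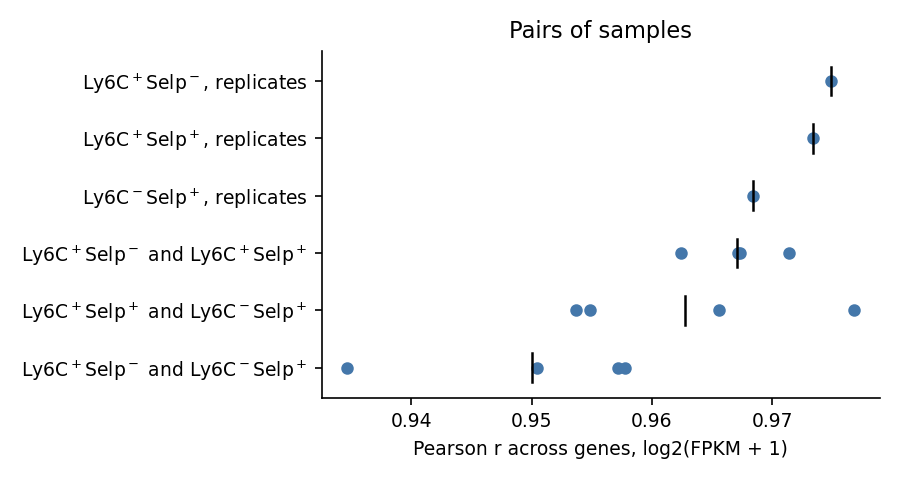
Pearson r across genes on the log2(FPKM + 1) scale for each pair of samples (points), grouped by the subsets of the pair, with the mean of each group as a line. Pairs of Ly6C+Selp- and Ly6C-Selp+ samples have the lowest mean, 0.950, and replicates of 1 subset lie between 0.968 and 0.975.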

Each terminal branch represents the result from a

single sequencing sample.

**(b)** Hierarchical clustering of expression Z-score of sequencing samples (Ly6C<sup>+</sup>Selp<sup>-</sup>, Ly6C<sup>+</sup>Selp<sup>+</sup> and Ly6C<sup>-</sup>Selp<sup>+</sup>) and published microarray samples (LN HECs and CAP ECs) with the list of genes significantly differentially expressed between Ly6C<sup>+</sup>Selp<sup>-</sup> and Ly6C<sup>-</sup>Selp<sup>+</sup> ECs as determined by Cuffdiff software. 

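Of the 806 genes, 365 had both Ly6C-Selp+ samples above both Ly6C+Selp- samples and 423 had both below. The Ly6C+Selp+ mean was between the means of the other subsets for 733 genes and was nearer to that of Ly6C-Selp+ ECs for 412 genes (51.1%). The 2 Ly6C+Selp+ samples were at 0.43 and 0.53 of the way from Ly6C+Selp- to Ly6C-Selp+ ECs, so that neither end was closer by more than the spread between replicates of 0.07. With the 485 limma genes in place of the 806, the position was 0.51, and with a pseudocount of 0.1 it was 0.45. No alternative moved it further than leaving out Ly6C+Selp+ replicate 1 or 2 did, to 0.53 or 0.43. In the paper's clustering the Z-scores of Ly6C+Selp+ ECs fall between those of the other thymic subsets, and the LN samples it shows beside them were not analysed here.

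**Figure D5:**
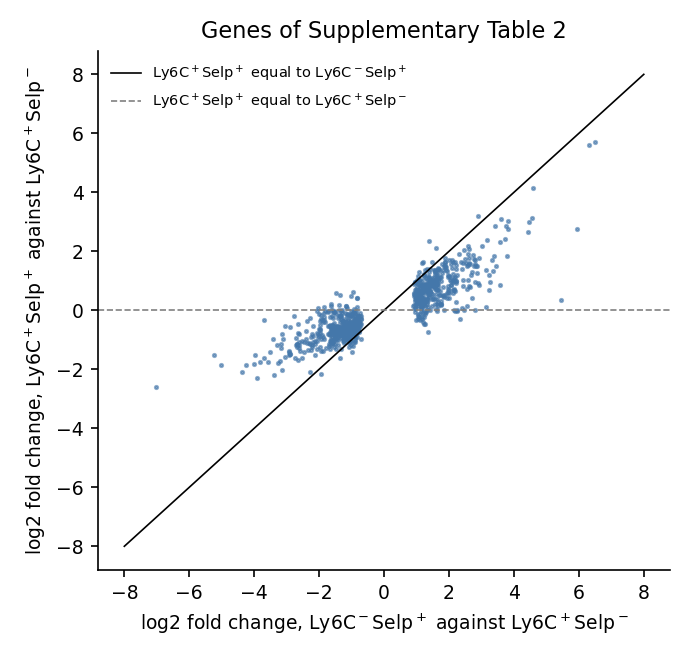
Log2 fold change of each gene of Supplementary Table 2 that passed the filter on low values, between Ly6C-Selp+ and Ly6C+Selp- ECs (x axis) and between Ly6C+Selp+ and Ly6C+Selp- ECs (y axis), on the log2(FPKM + 1) scale. On the solid line Ly6C+Selp+ equals Ly6C-Selp+ ECs and on the dashed line Ly6C+Selp+ equals Ly6C+Selp- ECs. The Ly6C+Selp+ mean of 733 of the 806 genes lies between the other means, which places it between the lines.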

Z-score value was used to normalize the expression level of the same gene among sequencing samples and microarray samples, respectively.

**(c, d)** Selected GO terms and pathways (right margin) showing significant enrichment (Benjamini < 0.05, analyzed by DAVID software) in the differential gene sets between Ly6C<sup>+</sup>Selp<sup>-</sup> and Ly6C<sup>-</sup>Selp<sup>+</sup> ECs **(c)**, and between Ly6C<sup>+</sup>Selp<sup>+</sup> and Ly6C<sup>-</sup>Selp<sup>+</sup> ECs **(d)**. 

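The 26 genes that passed limma's threshold between Ly6C+Selp+ and Ly6C-Selp+ ECs, the comparison of panel d, had at least 1 sample with 30 or more fragments each, and 20 of them are in Supplementary Table 2. Glycam1 rose most, with a log2 fold change of 5.09 (standard error 0.40, limma adjusted p = 0.0026), followed by Ltbp2 with 3.19 (standard error 0.35, limma adjusted p = 0.016). Rbp7 fell most, with -4.40 (standard error 0.40, limma adjusted p = 0.0060), from an FPKM of 22.3 ± 13.9 (SD, n = 2) in Ly6C+Selp+ ECs to 0 in both Ly6C-Selp+ samples. Because Rbp7 was not detected in Ly6C-Selp+ ECs, the size of its fall is set by the pseudocount. Between Ly6C+Selp- and Ly6C-Selp+ ECs its log2 fold change was -10.33 with a pseudocount of 0.1. Sema3g changed by -3.72 (standard error 0.28, limma adjusted p = 0.0026). Between Ly6C+Selp- and Ly6C-Selp+ ECs, the comparison of panel c, the largest changes among genes with a mean FPKM of at least 10 were in Fgf23 (7.06), Ackr1 (6.51), Selp (6.31), Ltbp2 (5.95) and Vwf (5.60) upward. Downward, Rbp7 (-7.02), Sema3g (-5.23), Btnl9 (-5.12) and Aqp7 (-5.03) changed most, after Snord22, a small nucleolar RNA gene whose value rested on at most 2 fragments in any sample. These log2 fold changes kept their sign in all 6 fits that left out 1 replicate. That was fixed in advance, because the genes were chosen for replicates that separate completely. The count of 26 genes fell to 2 with no filter on low values. It rose to 89 with quantile normalization and to 229 with the replicate number as a block. The terms of the gene ontology were not analysed here.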

Order and box color are based on  $-\log_{10}$  of the corrected P-value.

**(e)** TPECs and HECs share significant number of signature genes.

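The overlap was tested over 11709 gene symbols, those of the tested genes and of the 806. The HEC signature, taken as the shared and the unshared HEC columns of Supplementary Table 3, had 1204 symbols among them. It held 394 of the 806 genes (48.9%) and 7.4% of the other genes, an odds ratio of 11.9 (95% confidence interval 10.2 to 13.9; Fisher's exact test, p = 3.7e-191). Genes are not independent replicates, so the p overstates the evidence. The background set of genes moved the value most: with every gene of the tables as background the odds ratio was 24.4, and with genes at an FPKM of at least 5 it was 10.6. With the 484 symbols that passed limma's threshold in place of the 806 genes, 267 (55.2%) were in the signature, an odds ratio of 13.5 (Fisher's exact test, p = 5.3e-142). The paper takes the number of shared genes as a likeness between TPECs and HECs.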

## Supplementary Figure 10.

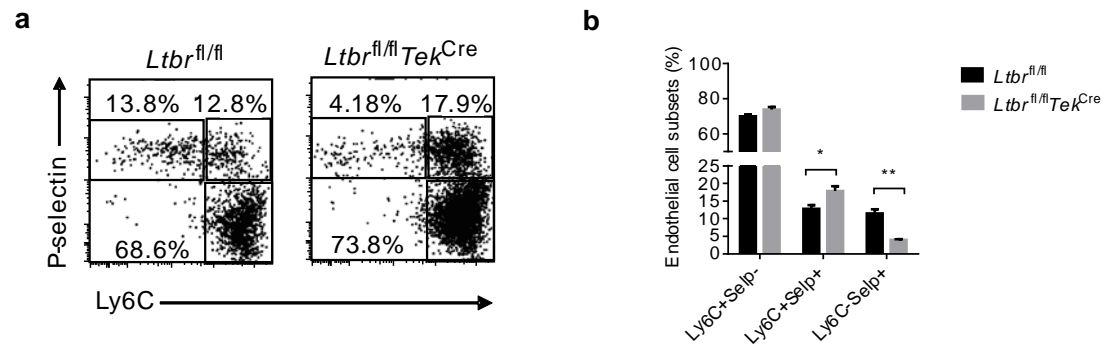

## Supplementary Figure 10. Endothelial L TβR signaling is required for the development of Ly6C<sup>-</sup>Selp<sup>+</sup> thymic ECs.

(a, b) Flow cytometric analysis of thymic EC subsets in *Ltbr<sup>fl/fl</sup> Tek<sup>Cre</sup>* and their littermate control mice. ECs were gated on CD45<sup>-</sup>EpCAM<sup>-</sup>CD31<sup>+</sup> population. Representative dot plots are shown (a). The graph displays the statistical analysis of the frequency of each endothelial subset (b). Results are mean ± SEM (n=3).

## Supplementary Figure 11.

**a**

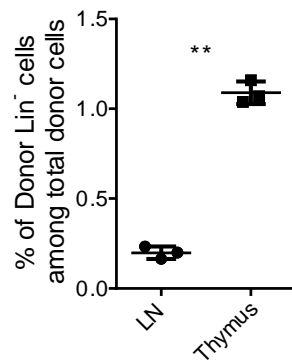

**Supplementary Figure 11. Preferential migration of progenitor cells into the thymus than to the LNs compared to non-progenitor cells.**

(a) WT mice were injected intravenously with congenically marked bone marrow cells ( $5 \times 10^7$  cells/mouse). Twenty-four hours later, the peripheral LNs and thymus were collected and cells were stained for flow cytometric analysis. The percentage of donor-derived Lin<sup>-</sup> cells among total donor-derived cells in each organ was calculated. Results are mean  $\pm$  SEM (n=3).

## Supplementary Figure 12.

**a**

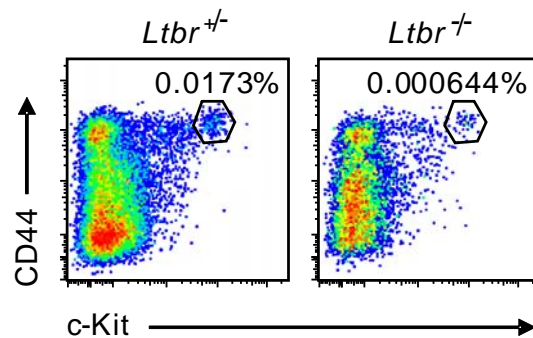

**b**

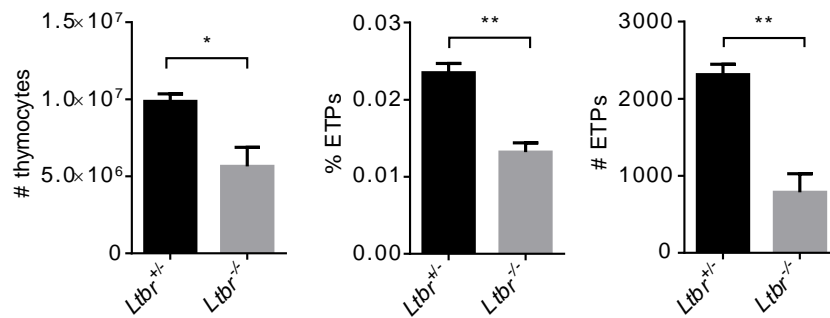

## Supplementary Figure 12. *Ltbr* controls thymic ETP population and total thymic cellularity at neonatal stage.

(a, b) Flow cytometric analysis of ETPs (Lin<sup>-</sup>CD25<sup>-</sup>CD44<sup>+</sup>c-Kit<sup>+</sup>) in *Ltbr*<sup>+/-</sup> and control mice at neonatal stage (postnatal day 1-2). (a) Representative dot plots are shown. (b) The graphs display the statistical analysis of the total thymocytes and the frequency and number of ETPs among total thymocytes. Results are mean ± SEM (n=3 or 4).

**Supplementary Table 1: Comparison of thymic ETP defect in different conditions.**

\*, The integrity of thymic ETP population in WT or control mice is set as 100%; the percentage of thymic ETP among total thymic cells in different experimental conditions are normalized to that in WT or control mice. n=3-9.

<sup>1</sup>, CD11c-DTR bone marrow chimeric mice were treated with DT for 4 weeks.

<sup>2</sup>, μMT bone marrow chimeric mice.

**Supplementary Table 2: FPKM of genes differentially expressed between thymic EC subset I and TPECs. \***

\*, EC subset I: Ly6C<sup>+</sup>Selp<sup>-</sup>; EC subset II: Ly6C<sup>+</sup>Selp<sup>+</sup>; TPEC: Ly6C<sup>-</sup>Selp<sup>+</sup>

**Supplementary Table 3: Shared and unshared signature genes of thymic TPECs and LN HECs.**

\*, The signature gene list for HEC is from the published study: Lee M, et al. Transcriptional programs of lymphoid tissue capillary and high endothelium reveal control mechanisms for lymphocyte homing. 

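Supplementary Table 3 sets the 806 genes that differ between Ly6C+Selp- and Ly6C-Selp+ ECs, called the TPEC signature, beside a signature of HECs from a microarray study of LNs, and sorts the symbols into those in both lists and those in only 1 of them. In the text of the table read here, the columns held 394 shared symbols, 412 unshared TPEC symbols and 950 unshared HEC symbols, and 1 row of the table could not be read in full. Of the 950 symbols, 872 had a gene of the same symbol in the deposited tables and 78 did not. A gene can appear as unshared because the 2 studies name it differently. The table gives no direction of change. In the deposited FPKM, 153 of the shared genes were higher and 241 were lower in Ly6C-Selp+ than in Ly6C+Selp- ECs. The 811 tested genes of the unshared HEC column had a median absolute log2 fold change of 0.49, against 0.27 for the tested genes in neither list. It was 1.48 for the shared genes, but these are among the 806, which were chosen for a difference in these same libraries. Using the limma genes in place of the 806 gave an odds ratio of 13.5 for the overlap with the HEC signature, against 11.9 for the 806.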

Nature immunology 15, 982-995 (2014).

**Supplementary Table 4: Antibody information.**

**Supplementary Table 5: Primers used for quantitative real-time PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

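RNA of 3 subsets of thymic ECs, Ly6C+Selp-, Ly6C+Selp+ and Ly6C-Selp+, was sequenced in 2 libraries per subset, 6 in all. Which library belongs to which subset and replicate was taken from the sample labels and the paper. The authors trimmed the reads, mapped them with TopHat to mm9 and computed FPKM with Cufflinks in each library on its own, and they deposited these FPKM values with the lower and upper bounds of their 95% confidence intervals. The versions and the gene annotation are not stated. The authors took the 806 differential genes from Cuffdiff, whose output is not in the files analysed here apart from the FPKM printed in Supplementary Table 2.

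From the deposited FPKM, log2(FPKM + 1) was computed for 24457 genes on chromosomes. Rows for spike-in and reporter sequences were left out. The files hold no mitochondrial genes. Rn45s was kept, at 4.74% to 6.57% of the summed FPKM. The values were not rescaled between samples in the main setting. The 11717 genes with an FPKM of at least 1 in at least 2 samples were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on mean expression). All 6 samples entered 1 fit with a mean per subset, so that the subsets share an estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method in each comparison, with a threshold of 0.05. Cuffdiff cannot be run on FPKM, and limma's test weighs genes by the spread of their values and not by their depth. Per gene, the fragments behind an FPKM were read back from the interval bounds, as if the bounds held counting error alone. These estimated fragments sum to between 1452483 and 2423146 per sample, and 3 fragments correspond to a median FPKM of 0.31 to 0.55. Coordinates are those of the files, 1-based, on mm9.

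Gene lists for homing, the Notch and VEGF pathways and other cell types were written by hand before the files arrived, but after Supplementary Table 2 had been read, so they are not independent of it. The NF-kB and Y-linked lists were written after the files arrived and before the values of their genes were looked at. A list's mean log2 fold change was compared with 100000 random sets of tested genes of the same size (numpy 2.4.6), and the smallest p this can give is 1e-05. The overlap with the HEC signature was tested with Fisher's exact test (scipy 1.17.1). Correlations are across genes. The clustering by average linkage was added after the values had been seen. The position of Ly6C+Selp+ ECs is the projection of a sample on the line from the Ly6C+Selp- mean to the Ly6C-Selp+ mean over the 806 genes. Genes named in the text are all genes the paper names for the thymic subsets or as sort or homing markers, and the 5 largest increases and 5 largest decreases between Ly6C+Selp- and Ly6C-Selp+ ECs among genes past the threshold, with a mean FPKM of at least 10 in the higher subset and replicates that separate completely; genes of a list are named where the list is described. Transcript length, GC content, strand and gene type came from GENCODE mouse release 1, which is on the same assembly, and 91.7% of the tested genes had a protein-coding transcript there.

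The scripts were tested on simulated data. Of 11717 simulated genes, 200 with a mean above 2 were changed by 2 or 3 on the log2 scale in either direction. The SD of each gene was drawn from the spread of the real replicates and capped at 0.6, and the noise was independent between samples. Limma recovered 158 of the 200 (79%), and 5.39% of the genes it called had not been changed. The median error of the log2 fold change was 0.18. With no gene changed it called 0. The simulation had no effect common to samples of 1 replicate number, so it does not show how the test behaves with 1. The alternatives tried were other pseudocounts, filters and normalizations, the replicate number as a block, limma without its trend, only the samples compared, and each replicate left out in turn. Added after the values had been seen were the factors that link the deposited FPKM to Supplementary Table 2, alone and with the block. The LN microarray data and the gene ontology analysis were left out, because neither is in the files analysed here, and the flow cytometry and PCR experiments have no sequencing data.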

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

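Marker genes of cell types other than blood vascular ECs were flagged because, apart from podoplanin, the paper does not report on them in the sorted subsets. They were also above what the depth can show. At least 0.5 of the detected genes of a list had at least 3 fragments in every sample. The lowest mean FPKM over the detected genes in any of the 6 samples was 2.458 for the thymocyte list, 0.6764 for the lymphatic EC list, 1.485 for the pericyte list, 3.426 for the list of dendritic cells or macrophages and 2.485 for the thymic epithelial cell list. The paper states a purity of at least 90% for each sorted sample.

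Thymocyte genes were weighed because T-lineage genes of the 806, such as Lck, are higher in Ly6C-Selp+ ECs. The thymocyte list, which holds none of the 806, was higher in Ly6C-Selp+ than in Ly6C+Selp- ECs by a mean of 0.9759 on the log2 scale, and 3 of its 11 detected genes had both Ly6C-Selp+ samples above both Ly6C+Selp- samples. Samples of replicate 1 are higher for this list, by 1.04 in Ly6C-Selp+ ECs, which works against such a separation. Compared within replicate 1 and within replicate 2, all 11 genes were higher in Ly6C-Selp+ ECs both times, by a mean of 0.77 and 1.18. The higher T-lineage genes therefore cannot be told apart from thymocyte RNA in the Ly6C-Selp+ libraries.

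The list of dendritic cells or macrophages was higher in Ly6C-Selp+ ECs by 0.9239, with 2 of 7 detected genes separated and all 7 higher within each replicate. The difference between replicates was larger: the mean FPKM was 28.4 and 3.43 in Ly6C+Selp- replicates 1 and 2 and 48.9 and 8.63 in Ly6C-Selp+ replicates 1 and 2. The B cell list differed by 0.1971, with 2 of its 4 detected genes separated higher and 1, Pax5, separated lower, and none had 3 fragments in every sample. The MHC class II genes of the 806 (Cd74, H2-Aa, H2-Ab1 and H2-Eb1) were higher in Ly6C-Selp+ ECs by a mean of 1.42, 1.25 within replicate 1 and 1.58 within replicate 2. All 4 were higher within each replicate and 0 separated completely, with a mean FPKM of 134 and 41.6 in the Ly6C+Selp- samples and 309 and 123 in the Ly6C-Selp+ samples. The B cell list is too low to exclude B cell RNA, and the MHC class II genes cannot be told apart from RNA of dendritic cells or macrophages. A biological source was not tested.

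The pericyte list was lower in Ly6C-Selp+ ECs by -1.314, and 5 of its 6 genes had both Ly6C-Selp+ samples below both Ly6C+Selp- samples. The mural genes of the 806 (Pdgfrb, Rgs5, Notch3, Des, Abcc9, Kcnj8 and Vtn) fell by 2.17 on the log2 scale, all 7 with complete separation. Both lists differed more within replicate 1 (-1.94 and -3.04) than within replicate 2 (-0.69 and -1.31). Pericyte RNA in the Ly6C+Selp- libraries is therefore a candidate source of this part of the 806 genes. The Ly6C+Selp+ samples were close to the Ly6C+Selp- samples, with a mean FPKM of the list of 9.51 and 7.08 against 11.3 and 6.98, and the files cannot show whether such RNA came from attached cells.

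Lymphatic EC genes were weighed because Lyve1 and Mmrn1, both in the 806, were seen almost only in Ly6C-Selp+ replicate 1. The FPKM of Lyve1 was 12.4 in Ly6C-Selp+ replicate 1 and 1.07 in replicate 2, from 64 and 10 fragments, and at most 0.11 in the other samples. The lymphatic EC list (Prox1, Pdpn, Ccl21a, Reln and Nts, of which 4 were detected) was higher in Ly6C-Selp+ replicate 1 than in replicate 2 by 0.7918. This is not specific to lymphatic ECs, since the thymic epithelial cell list and the list of dendritic cells or macrophages were higher in the same library by 1.58 and 1.41. Between Ly6C-Selp+ and Ly6C+Selp- ECs, the list was higher in Ly6C-Selp+ ECs by 0.894, 1.09 within replicate 1 and 0.70 within replicate 2, with 3 of its 4 detected genes separated and all 4 higher within each replicate. Prox1 had an FPKM of 3.05 and 3.22 in the Ly6C-Selp+ samples and of 0.32 and 0.52 in the Ly6C+Selp- samples. The test does not show that lymphatic EC RNA is the reason for the difference between the Ly6C-Selp+ replicates, and lymphatic EC RNA in both Ly6C-Selp+ libraries cannot be excluded. No prediction was written for the comparison of this list between Ly6C-Selp+ and Ly6C+Selp- ECs. The paper holds lymphatic ECs unlikely among CD31+CD45-EpCAM- cells, because these cells were podoplanin-negative by flow cytometry. It also cites work in which LYVE1+ vessels were seldom seen in sections of adult thymus. The thymic epithelial cell list differed between Ly6C-Selp+ and Ly6C+Selp- ECs by 0.015. The red blood cell list was lower in Ly6C-Selp+ ECs by -2.66, with 2 of its 4 detected genes separated lower. None of its genes had 3 fragments in every sample. Hba-a1 had an FPKM of 55.6 and 43.8 in the Ly6C+Selp- samples and of 0 and 2.84 in the Ly6C-Selp+ samples. Red blood cell RNA in the Ly6C+Selp- libraries cannot be excluded.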

How the results depend on the processing

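Of the 485 combinations of a result and an alternative, 403 left the result on the same side of its threshold or within its spread. Among the 16 headline results, 4 kept their conclusion under every alternative. The means of the homing and Notch lists and the overlap with the HEC signature kept their direction and stayed past the threshold of their tests, although the odds ratio of the overlap ran from 10.6 to 24.4 with the background set of genes. The position of Ly6C+Selp+ ECs between the other subsets moved by less than the spread between replicates. Where a Ly6C+Selp+ sample was left out this was fixed in advance, since the spread comes from those same samples. Under the other alternatives the position ran from 0.45 to 0.51. All alternatives were chosen before the processed files arrived, except the factors of Supplementary Table 2, with or without the block, which were chosen after seeing the data.

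The number of differential genes depended on the design and on the filter. With the replicate number as a block, 971 genes passed between Ly6C+Selp- and Ly6C-Selp+ ECs in place of 485, 229 in place of 26 between Ly6C+Selp+ and Ly6C-Selp+ ECs, and 183 in place of 46 between Ly6C+Selp- and Ly6C+Selp+ ECs, and 696 in place of 420 of the 806 genes passed. The block takes up what samples with the same number have in common, and the median residual SD fell from 0.328 to 0.234. In a balanced design it cannot move the fold changes. The correlation of the deviations of samples with the same number was 0.23. With the factors of Supplementary Table 2 and the block, the numbers were 1179, 289, 251 and 736, and with the factors alone 85 genes passed between Ly6C+Selp+ and Ly6C-Selp+ ECs and 95 between Ly6C+Selp- and Ly6C+Selp+ ECs. Quantile normalization gave 89 and 102 for these 2 comparisons. The median residual SD was 0.280 with quantile normalization and 0.301 with the factors.

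With no filter on low values the numbers fell to 102, 2 and 10 genes and to 51 of the 806, with 24457 genes tested in place of 11717. Without the trend, 10 genes passed between Ly6C+Selp+ and Ly6C-Selp+ ECs and 15 between Ly6C+Selp- and Ly6C+Selp+ ECs. Leaving out the trend gives genes of every level the same prior spread. With only the samples compared, 7 and 29 passed, and the spread was estimated with 2 residual degrees of freedom per gene in place of 3. Across the 6 fits that each left out 1 replicate, the numbers ran from 209 to 404 between Ly6C+Selp- and Ly6C-Selp+ ECs, from 2 to 14 between Ly6C+Selp+ and Ly6C-Selp+ ECs, from 12 to 33 between Ly6C+Selp- and Ly6C+Selp+ ECs, and from 179 to 345 for the 806 genes. Complete separation held for 485 of 485 limma genes in place of 788 of the 806.

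The correlations moved with the scale and the set of genes. In the order of Ly6C+Selp- with Ly6C-Selp+, Ly6C+Selp+ with Ly6C-Selp+, Ly6C+Selp- with Ly6C+Selp+, replicates of 1 subset and the difference for Ly6C+Selp+ ECs, linear FPKM gave 0.9382, 0.9776, 0.9792, 0.9915 and -0.0016. Genes with an FPKM of at least 1 in at least 2 samples gave 0.8892, 0.9201, 0.9316, 0.9451 and -0.0115. A pseudocount of 0.1 gave 0.9495, 0.9554, 0.9585 and -0.0059 for the last 4. Spearman's rho gave 0.9323, 0.9370, 0.9422 and 0.9449 for the first 4. The mean over the 3 pairs of subsets was 0.94948 at a pseudocount of 0.1, 0.9136 with the filter and 0.9372 with Spearman's rho. Linear values give most weight to the highest genes, a small pseudocount spreads the low values out, and the filter takes away genes that are near 0 in every sample. The mean correlation of Ly6C+Selp+ ECs was higher with Ly6C+Selp- than with Ly6C-Selp+ ECs in every case.

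The mean of the VEGF list no longer passed with a pseudocount of 0.1 (-0.571, permutation test, p = 0.057) or without Ly6C-Selp+ replicate 1 (-0.478, permutation test, p = 0.058); across the 4 fits that left out a replicate of Ly6C+Selp- or Ly6C-Selp+ ECs it ran from -0.695 to -0.370. Of 352 rows for 32 named genes, 331 did not change, 9 became weaker and 1 stronger. The weaker rows are of Msx1, Sox17, Cd97 and Vcam1, 8 of them with 1 replicate left out, and the stronger row is Lyve1 without Ly6C-Selp+ replicate 2 (3.75). The 11 that changed sign belong to 5 genes that did not differ in the main fit. Ltbr went from 0.005 to -0.094 with quantile normalization and -0.086 with the factors, and ran from -0.166 to 0.175 across the 6 fits that each left out 1 replicate. In these fits Ly6c2 ran from -0.204 to 0.895, Epcam from -0.756 to 1.15, Pdpn from -0.184 to 0.910 and Ccl25 from -1.49 to 1.18.

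Depth limits the low genes. Among the 485 genes, 6 had fewer than 10 fragments in their highest sample and 20 fewer than 30, while the median was 280. The fits that left out a replicate have no replicate check for the subset concerned.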

Differences from the paper's values

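The paper reports 806 differentially expressed genes between Ly6C+Selp- and Ly6C-Selp+ ECs, and limma gave 485. Of the alternatives set before the files arrived, quantile normalization (692) and the replicate number as a block (971) came within 1.5 times of the paper's number, and the others did not. Of those chosen after seeing the values, the factors of Supplementary Table 2 (688) and the factors with the block (1179) did too. In Supplementary Table 2, 380 genes are higher and 426 lower in Ly6C-Selp+ ECs by the paper's values, against 245 and 240 here. Quantile normalization (313 and 379) and the block (515 and 456) brought both numbers within 1.5 times of the paper's. The factors alone (316 and 372), chosen after seeing the values, did so too. The factors with the block, also chosen after seeing the values, did so only for the second number (571 and 608). No other alternative did so for either number.

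Of the 60 means compared for 20 named genes, 22 were counted as different between Supplementary Table 2 and the deposited FPKM. The other means above 0 were not equal either, since factors between 1.29 and 1.81 link the 2 sets of values. In Ly6C+Selp+ ECs the paper's value and the deposited value were 583.84 and 364.36 for Selp, 685.88 and 436.45 for Ly6c1, 8.28 and 5.26 for Ptprc, 161.92 and 102.30 for Vcam1, 10.30 and 6.48 for Hey1, 152.34 and 96.56 for Id1, 34.86 and 21.92 for Sox17, 21.91 and 13.71 for Bst1, 25.74 and 16.31 for Cd97, 400.73 and 253.51 for Enpp2, 96.28 and 60.28 for Ubd, 16.99 and 10.60 for Cd55, 279.49 and 174.94 for Ackr1, 44.07 and 28.00 for Sema3g and 25.01 and 16.00 for Aqp7. In Ly6C+Selp- ECs they were 30.87 and 20.57 for Hey1, 391.97 and 260.65 for Id1, 53.34 and 35.36 for Sox17, 50.79 and 32.63 for Cd97, 197.70 and 128.51 for Rbp7, 125.68 and 80.52 for Sema3g and 89.59 and 59.53 for Aqp7. Quantile normalization was the only alternative set before the files arrived under which these means were compared. Under it, Selp, Ly6c1, Vcam1, Sox17, Enpp2, Ubd, Cd55, Sema3g and Aqp7 in Ly6C+Selp+ ECs were no longer counted as different. Nor was Id1 in either subset, while the others still were. This did not make the values equal. Selp in Ly6C+Selp+ ECs, for example, was 397.37 under it, against 583.84 in the paper. Over all 60 means, 28 were counted as different under it. The factors per sample, chosen after seeing the values, give the paper's means by construction, since they were computed from that table.

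On the log2(FPKM + 1) scale, the fold change between Ly6C+Selp- and Ly6C-Selp+ ECs computed from Supplementary Table 2 and from the deposited FPKM was 5.955 and 5.448 for Glycam1, -7.622 and -7.016 for Rbp7 and -5.535 and -5.228 for Sema3g, with the paper's table first. Glycam1 had an FPKM of 0 in both Ly6C+Selp- samples and Rbp7 in both Ly6C-Selp+ samples. The sizes of their fold changes are therefore set by the pseudocount, and with a pseudocount of 0.1 they were 8.74 and -10.33. The comparison with the paper's table thus decides nothing for either gene. For Glycam1, only the fit without Ly6C-Selp+ replicate 1 (5.807) came within the error. For Rbp7 none of the alternatives set before the files arrived did. For Sema3g, quantile normalization (-5.291), the fit of only the samples compared, and the fits without Ly6C+Selp- replicate 1, Ly6C+Selp+ replicate 1, Ly6C+Selp+ replicate 2 or Ly6C-Selp+ replicate 1 did, and the others did not. The factors per sample, chosen after seeing the values, give the paper's fold changes by construction.

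In Supplementary Fig. 9a, Ly6C+Selp+ ECs join Ly6C-Selp+ ECs before Ly6C+Selp- ECs, and the replicates of each subset join first. Here the mean correlation of Ly6C+Selp+ ECs was 0.963 with Ly6C-Selp+ ECs and 0.967 with Ly6C+Selp- ECs on the log2(FPKM + 1) scale. In the clustering on that scale, Ly6C+Selp+ replicates 2 and 1 joined Ly6C-Selp+ replicate 2 at 0.977 and 0.969. The Ly6C+Selp- pair joined them later, at 0.964, and Ly6C-Selp+ replicate 1 joined last. The order of the paper was therefore met in part, and so it was in every setting but linear FPKM. The replicates of each subset joined first only on linear FPKM, where Ly6C+Selp+ joined Ly6C+Selp- ECs at 0.979. The paper lists Msx1 with the factors lowered in TPECs. It had a log2 fold change of -2.11 here and is not in Supplementary Table 2; in Supplementary Table 3 it stands among the unshared HEC genes. Ptprc, Lyve1 and the MHC class II genes Cd74, H2-Aa, H2-Ab1 and H2-Eb1 are among the 806 and did not pass limma's threshold here (adjusted p = 0.43, 0.14, 0.30, 0.32, 0.34 and 0.29). This fit does not use the replicate number, so it does not show these genes to be unchanged. The MHC class II genes were higher within each replicate, by a mean of 1.25 and 1.58. With the block, the limma adjusted p was 0.062 for Ptprc and 0.068 for Lyve1.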

Other observations

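Genes measured by PCR in Supplementary Fig. 8 had these mean FPKM in Ly6C+Selp-, Ly6C+Selp+ and Ly6C-Selp+ ECs. Pcdh7 had 1.0, 15.1 and 43.4, Ubd had 19.4, 60.3 and 190, and Cd55 had 2.4, 10.6 and 33.7. All 3 passed limma's threshold between Ly6C+Selp- and Ly6C-Selp+ ECs, with log2 fold changes of 4.48, 3.33 and 3.39 (limma adjusted p = 0.00025, 0.0016 and 0.0018). Lyve1 did not (limma adjusted p = 0.14). Ltbr had 39.0, 32.7 and 39.2 and passed the threshold in no comparison, although both Ly6C+Selp+ samples were below all other samples. Pdpn, the gene of podoplanin, had 2.5, 3.1 and 3.5, from 7 to 17 fragments per sample. Ptprc, the gene of CD45, had 6.7, 5.3 and 18.3, and is among the 806.

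Of the 485 genes past the threshold between Ly6C+Selp- and Ly6C-Selp+ ECs, 65 are not in Supplementary Table 2. Fgf23 and Vwf are among them. Fgf23 had an FPKM of 0.25 and 0.20 in the Ly6C+Selp- samples, 26.1 and 37.4 in the Ly6C+Selp+ samples and 155 and 172 in the Ly6C-Selp+ samples, the last from 854 and 1648 fragments. Vwf rose from 16.7 ± 2.5 (SD, n = 2) to 882 ± 301 (SD, n = 2). Btnl9 fell from 47.8 ± 1.5 (SD, n = 2) to 0.4 ± 0.3 (SD, n = 2). The paper does not report on these 3 genes, and no explanation was tested for their absence from its list.

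Snord22 has the largest decrease, from an FPKM of 339 and 521 in the Ly6C+Selp- samples to 0 in the others. Its highest number of fragments in any sample was 2. A few fragments on a short gene give a high FPKM, and by this test, set after the values had been seen, the decrease rests on too few fragments to be told from no change.

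Samples with the same replicate number deviated together, with a mean correlation of 0.23. Whether GC content or RNA of other cells could account for it was asked only after the values had been seen. The log2 difference of replicate 1 minus replicate 2 correlated with the GC content of the transcript across genes in all 3 subsets, with Spearman's rho of -0.265, -0.2506 and -0.412 in Ly6C+Selp-, Ly6C+Selp+ and Ly6C-Selp+ ECs. The 29 detected genes of the thymocyte, B cell, dendritic cell or macrophage and thymic epithelial cell lists were higher in replicate 1 by a mean of 1.23, 0.5451 and 1.17. Both remain as candidate explanations, and no biological explanation was tested. Between Ly6C-Selp+ and Ly6C+Selp- ECs, the log2 fold change correlated with GC content at -0.1679, which is too small to call and too large to set aside, and with transcript length at -0.0488. The fit with the replicate number as a block has the same fold changes, and so the same values.

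The deposited FPKM differ in level between replicates, and scaling by the factors of Supplementary Table 2 was tested as the reason for the spread between replicates. The median residual SD fell by 8.215%, less than the 10% below which the scaling was taken to explain little. Quantile normalization, another scaling between samples, lowered the median residual SD by 14.5%, which is above that limit. The block lowered it by 28.8%. The libraries are labelled female, and the 4 Y-linked genes tested had a highest FPKM of 0, with Xist between 11.7 and 20.6, so no sign of male RNA was found.

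Ly6C+Selp+ ECs lie between the other subsets, and a mix of Ly6C+Selp- and Ly6C-Selp+ RNA in the Ly6C+Selp+ libraries, by sorting of neighbouring cells, could give the same picture. A mix would place every gene at the same share of the way on the linear scale. Across the 806 genes the share differed from gene to gene and did so alike in the replicates, with Spearman's rho of 0.6181 between the share from replicate 1 and from replicate 2. With the factors of Supplementary Table 2 it was 0.566. By the limit of 0.4 set for this test, that argues against a uniform mix alone. The rho that a mix itself would give was not computed. Errors common to samples of the same subset, or to the shares of both replicates, were not tested. Over all tested genes, 11.16% had both Ly6C+Selp+ samples above or below all 4 others, against 18.0% for Ly6C+Selp- and 21.3% for Ly6C-Selp+ ECs, where random order would give 13.3%. By the limits set in advance this leaves open whether Ly6C+Selp+ ECs are intermediate over the whole transcriptome.

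Because the paper places Ly6C-Selp+ ECs downstream of LTβR, NF-kB pathway genes outside the 806 might be higher in them. The 17 genes had a mean log2 fold change of 0.2302 (permutation test, p = 0.32), with 14 of 17 higher and 0 past limma's threshold. Of the 17, 8 separated completely and higher and 0 lower. The genes lean in the predicted direction, but their mean does not stand out from random sets of genes. The random sets were drawn from all tested genes, those of the 806 included, while the list left the 806 out. The test therefore leaned toward no difference and cannot exclude a rise of the pathway.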
